# Genome-wide profiling of the microRNA-mRNA regulatory network in skeletal muscle with aging

**DOI:** 10.18632/aging.100677

**Published:** 2014-07-12

**Authors:** Ji Young Kim, Young-Kyu Park, Kwang-Pyo Lee, Seung-Min Lee, Tae-Wook Kang, Hee-Jin Kim, So Hee Dho, Seon-Young Kim, Ki-Sun Kwon

**Keywords:** Skeletal muscle, aging, microRNA profiling, imprinted Dlk1-Dio3, microRNA cluster, novel microRNA

## Abstract

Skeletal muscle degenerates progressively, losing mass (sarcopenia) over time, which leads to reduced physical ability and often results in secondary diseases such as diabetes and obesity. The regulation of gene expression by microRNAs is a key event in muscle development and disease. To understand genome-wide changes in microRNAs and mRNAs during muscle aging, we sequenced microRNAs and mRNAs from mouse gastrocnemius muscles at two different ages (6 and 24 months). Thirty-four microRNAs (15 up-regulated and 19 down-regulated) were differentially expressed with age, including the microRNAs miR-206 and -434, which were differentially expressed in aged muscle in previous studies. Interestingly, eight microRNAs in a microRNA cluster at the imprinted *Dlk1-Dio3* locus on chromosome 12 were coordinately down-regulated. In addition, sixteen novel microRNAs were identified. Integrative analysis of microRNA and mRNA expression revealed that microRNAs may contribute to muscle aging through the positive regulation of transcription, metabolic processes, and kinase activity. Many of the age-related microRNAs have been implicated in human muscular diseases. We suggest that genome-wide microRNA profiling will expand our knowledge of microRNA function in the muscle aging process.

## INTRODUCTION

The progressive loss of skeletal muscle mass, strength, and quality, also known as sarcopenia, is a common characteristic of aging [1]. Decreased muscle mass and function accompany reduced physical activity and energy expenditure in the elderly. Consequently, sarcopenia results in muscle weakness, leading to disability and metabolic disorders, including insulin resistance, type 2 diabetes, and hypertension. Although, multiple factors contributing to sarcopenia are characterized by using transcriptome and proteome approaches [2], little is known about the molecular mechanisms of aging-related changes in skeletal muscle.

MicroRNAs(miRNAs) are endogenous, noncoding, short (20–22 nucleotides) RNAs that are involved in biological processes such as metabolism, development, cancer, and aging [3]. A long primary miRNA is initially transcribed by RNA polymerase II and processed in the nucleus by the endonuclease Drosha into precursor miRNA (pre-miRNA). The pre-miRNA is then exported into the cytoplasm and further cleaved by Dicer to generate mature miRNAs. MiRNAs recognize 3' untranslated regions, they are guided by RNA inducing silencing complex (RISC), and they silence the target's expression by either translational inhibition or degradation. The binding of miRNA to a target gene depends on the seed sequence (2–8 nucleotides) with imperfect base pairing. Therefore, a single miRNA can regulate multiple mRNAs, and vice versa, a single mRNA can be targeted by multiple miRNAs. MiRNA genes are distributed across diverse genomic locations; some are isolated, but approximately 50% of miRNAs are found in clusters transcribed as polycistronic miRNA transcripts [4].

Recently, several works have demonstrated that various miRNAs are differentially expressed during aging and participate in the aging processes in tissue- and cell-type specific manners [5, 6]. For example, in the liver, age-regulated miRNAs such as miR-34, -93, and -214 target a gene important for oxidative stress defense and decrease its activity with aging [7]. In the brain, nearly 39% of age-regulated miRNAs are predicted to target components that play a critical role in oxidative phosphorylation [8]. A few groups have reported the profiling of miRNA expression in skeletal muscle with aging using microarray analysis [9, 10]. Let-7 family members were elevated in aged human skeletal muscle, contributing to reduced cellular proliferation and regenerative capacity in aged human muscle [9, 11]. Aging altered the expression of 57 miRNAs in mouse quadriceps muscles and it was suggested that age-regulated miRNAs decreased proliferation and favored the terminal differentiation of myogenic precursor [10]. Furthermore, resistance exercise, caloric restriction, or nutrient-related hormones such as the adipokine leptin changed the expression of age-regulated miRNAs, suggesting that these outputs may reverse muscle atrophy or induce changes to a younger phenotype [12, 13]. In addition to the normal muscle aging process, miRNAs participate in muscle pathologies such as muscular dystrophy and rhabdomyosarcoma. A total of 185 known miRNAs are deregulated in 10 major muscular disorders in humans and, of these deregulated miRNAs, five miRNAs, miR-146b, -221, -222, -155, and -214, were consistently regulated in almost all samples [14]. In rhabdomyosarcoma, which is a type of cancer originating from skeletal muscle progenitors, miR-1/206 and -29 directly targeted c-Met and YY1, respectively, suggesting a potential tumor suppressor role [15, 16].

Here, we profiled both miRNA and mRNA expression in young and aged mouse gastrocnemius muscles to investigate the potential role of miRNAs in skeletal muscle aging through next-generation sequencing (NGS) technology, which permits the precise identification of mature and novel miRNAs [17]. We found 34 age-related miRNAs in aged muscle and found that 57% of the down-regulated miRNAs are enriched as a cluster in the *Dlk1-Dio3* imprinted genomic region on mouse distal chromosome 12. In combination with mRNA expression, we found that the genes targeted by age-related miRNAs in skeletal muscle appear to contribute to muscle aging by regulating transcription.

## RESULTS

### miRNA profiling using next-generation sequencing (NGS) in skeletal muscle

To study aging in skeletal muscle, we compared the muscle mass from young mice (6-month-old) to that of aged mice (24-month-old). Aged mice showed a significant loss of muscle mass in both the tibialis anterior (TA) and the gastrocnemius muscle (Fig. S1A). We focused particularly on the gastrocnemius muscle, which is a large skeletal muscle that gradually declines in mass through the age of 32 months (Fig. S1B).

To understand the molecular mechanisms of muscle aging, we analyzed the genome-wide miRNA expression of young and aged skeletal muscles by small-RNA sequencing. As shown in figure 1A, most sequences were 20~23 nucleotides in length with a peak at 22 nucleotides, representing mature miRNAs (96.9%). The remaining small RNAs (3.1%) included snRNA, scRNA, srpRNA, rRNA, tRNA, and piRNA (Fig. 1B). Interestingly, piRNA, mainly identified in germ cells, was up-regulated with aging (Fig. 1C, inset graph). The piwi-piRNA mechanism has a role in maintaining genome integrity and telomere protection in *Drosophila* [18], which might be a novel modulator of muscle aging and longevity. To see the abundance of mature miRNAs in skeletal muscle, we identified the top 10 miRNAs in the sequence reads. In skeletal muscle, the 10 most highly expressed mature miRNAs comprised nearly 75% of the total miRNAs, showing a relatively even distribution in abundance (Fig. 1D). Many of the top 10 miRNAs were previously reported for their roles in muscle. For example, two well-known miRNAs, miR-133 and miR-486, modulate skeletal muscle proliferation and differentiation [19]. MiR-143 regulates smooth muscle fate by promoting differentiation and repressing the proliferation of smooth muscle cells [20]. Recently, miR-22 was identified as a cardiac- and skeletal muscle-enriched miRNA that is up-regulated during myocyte differentiation and cardiomyocyte hypertrophy [21]. MiR-30a promotes muscle differentiation by inhibiting Snai1/2 in primary myoblast [22]. Finally, myogenic factor MyoD negatively regulates myogenic repressor MyoR via miR-378 during myoblast differentiation [23]. However, for the most abundant miR-10b, with over 6,000,000 reads per million (RPM), there were no previous reports concerning its role in either aging or muscle development.

**Figure 1:**
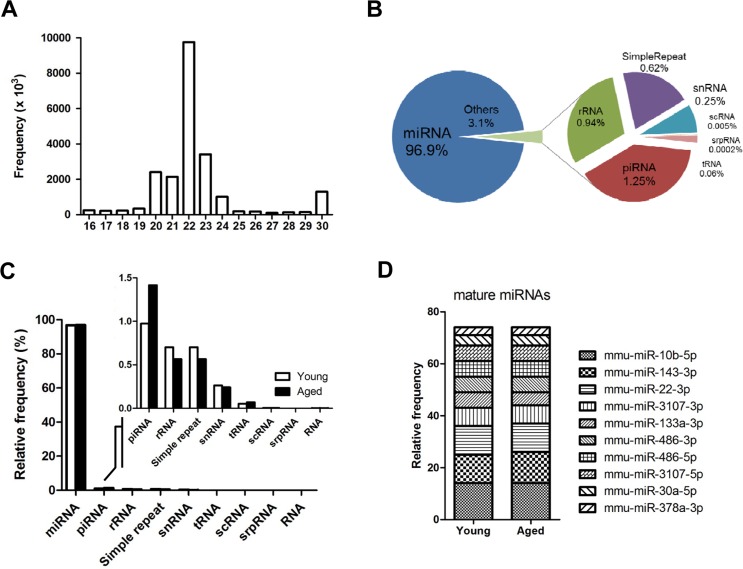
Overview of next-generation sequencing of the small RNA transcriptome in skeletal muscle (**A**) Size distribution of the preprocessed small RNA reads after trimming the adaptor sequence. Reads < 16 nucleotides were discarded, and reads > 30 nucleotide were shortened to 30 nucleotides on the X-axis. The Y-axis depicts their frequencies. A peak for miRNA candidates (22 nucleotide) is centered. (**B**) Portions of the small RNA types in the total preprocessed reads based on their mapped locations referring to the gene annotation from the UCSC Genome database. The proportion of miRNA is approximately 97%, and the other 3% is made up of other small RNAs and repeat types including rRNA, piRNA, snRNA, scRNA, srpRNA, tRNA, and simple repeats. (**C**) Composition of different types of small RNAs in the preprocessed reads based on the gene annotation from the UCSC Genome database. This graph shows the same information as panel B in Figure 1, but the read contents for young and aged mice are distinguished. (**D**) The ten most abundant mature miRNAs constitute ~75% of the total miRNA reads in skeletal muscle. The proportion of the miRNAs was based on the mapped read population in the preprocessed read set of the young mouse samples referring to the annotated genomic locations of the miRNA genes by the UCSC Genome Browser (GRCm38/mm10). The relative frequency of each miRNA to the total miRNA was calculated by dividing the individual miRNA reads by the total number of miRNA reads.

### Differentially expressed miRNAs in aged skeletal muscle

High throughput small-RNA sequencing detected 603 and 703 mature miRNAs having at least 5 reads from young and aged skeletal muscles, respectively. Among them, 20 miRNAs were up-regulated and 19miRNAs were down-regulated in aged muscle (>1.5-fold difference, *t*-test, *P*<0.05) (Fig. S2). The selected miRNAs included several miRNAs that were previously reported to be involved in muscle aging. For example, miR-206 was up-regulated in aged human skeletal muscle, while miR-434 was down-regulated in aged mouse skeletal muscle [10, 12]. MiR-34, which is up-regulated with aging and modulates neurodegeneration in *Drosophila* and in aged heart by regulating cardiac aging [24], was also increased in aged skeletal muscle.

To validate the age-related miRNA identified by sequencing, we analyzed 11 representative miRNAs by TaqMan quantitative real-time PCR (qRT-PCR) on gastrocnemius muscles from young (6-month-old) or aged (24-month-old) mice. The qRT-PCR results for down-regulated miRNAs were consistent with the results of the sequencing (Fig. 2B). All five up-regulated miRNAs from sequencing data was consistently increased in qRT-PCR, though a modest up-regulation was observed in two miRNAs (Fig. 2A). To exclude ambiguity, we chose two cut-offs, >2 for up-regulation and >1.5 for down-regulation, and we selected 15 up-regulated and 19 down-regulated miRNAs (Tables 1 and 2).

**Figure 2:**
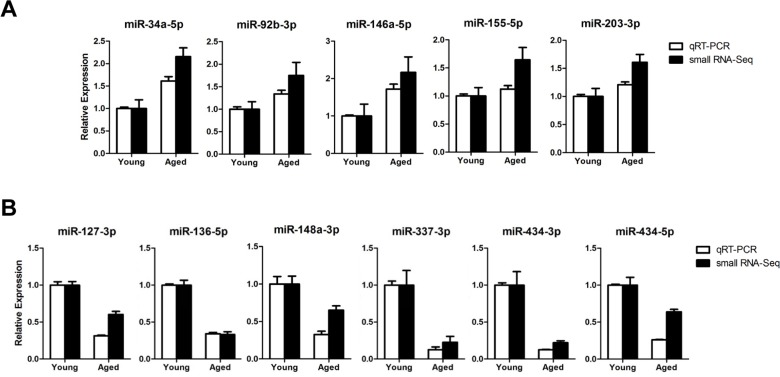
Expression confirmation of 11 representative miRNAs by qRT-PCR (**A**-**B**) Relative expressions of miRNAs were determined by TaqMan qRT-PCR (white bar, *n* = 4 for each group) or small RNA-sequencing (black bar, *n* = 6 for each group) of the gastrocnemius muscle. The qRT-PCR results were normalized by the average of the U6 snRNA and relative expression level of aged muscles compared to that of young muscles was shown. Error bars indicate SEM.

**Table 1:** Up-regulated miRNAs in aged muscle MiRNAs with >1.5-fold expression changes between young (6-month-old) and aged (24-month-old) muscles are listed from top to bottom according to fold changes and values of differences given in log_2_. MiRNAs in bold indicate TaqMan qRT-PCR validation.

miRNA	Fold Change	*P*-value
mmu-miR-185-3p	5.1	0.0012
mmu-miR-615-5p	4.5	0.0128
mmu-miR-196b-3p	4.4	0.0179
mmu-miR-215-5p	4.3	0.0126
mmu-miR-3084-3p	4.2	0.0446
mmu-miR-6406	4.2	0.0193
mmu-miR-223-5p	3.9	0.0091
mmu-miR-483-3p	3.8	0.0077
mmu-miR-369-5p	3.6	0.0138
mmu-miR-7075-3p	3.3	0.0253
mmu-miR-7083-5p	2.9	0.0469
mmu-miR-206-3p	1.7	0.0216
mmu-miR-34c-5p	1.5	0.0110
**mmu-miR-34a-5p**	1.3	0.0275
**mmu-miR-146a-5p**	1.3	0.0325
mmu-miR-29b-3p	1.0	0.0218
mmu-miR-677-5p	0.9	0.0056
**mmu-miR-92b-3p**	0.8	0.0417
**mmu-miR-155-5p**	0.8	0.0392
**mmu-miR-203-3p**	0.8	0.0399

**Table 2:** Down-regulated miRNAs in aged muscle MiRNAs with >1.5-fold change in expression between young (6-month-old) and aged (24-month-old) muscles are listed from top to bottom according to fold changes and values of differences. MiRNAs in bold indicate TaqMan qRT-PCR validation.

miRNA	Fold Change	*P*-value
mmu-miR-337-5p	−5.2	0.0149
mmu-miR-3544-3p	−5.1	0.0147
mmu-miR-540-5p	−4.9	0.0200
**mmu-miR-337-3p*^a^***	−3.0	0.0324
mmu-miR-3544-5p*^a^*	−3.0	0.0308
**mmu-miR-434-3p**	−2.1	0.0001
mmu-miR-3071-5p	−2.0	0.0004
mmu-miR-136-3p*^a^*	−2.0	0.0004
mmu-miR-3071-3p*^a^*	−1.6	0.0000
**mmu-miR-136-5p**	−1.6	0.0000
mmu-miR-143-5p	−1.2	0.0004
mmu-miR-190a-5p	−1.0	0.0139
mmu-miR-872-3p	−0.9	0.0152
mmu-miR-193a-3p	−0.9	0.0164
mmu-miR-144-3p	−0.8	0.0298
**mmu-miR-127-3p**	−0.7	0.0002
**mmu-miR-434-5p*^a^***	−0.6	0.0082
**mmu-miR-148a-3p**	−0.6	0.0130
mmu-miR-411-5p	−0.6	0.0091

a miRNA* (passenger) strand processed from opposite arm of the mature miRNA.

### Down-regulation of miRNA cluster in aged skeletal muscle

There is some evidence that miRNAs act as a group or pack in the aging process [25]. Recently, it was reported that age-regulated miRNAs identified in long-lived individuals were enriched on four chromosomes, 7, 9, 17, and X [26]. In addition, 11 miRNA clusters have been shown to be affected in the aged heart [27]. To see whether the expression of miRNAs was affected individually or collectively during muscle aging, we examined the genomic locations of age-regulated miRNAs in skeletal muscle. Notably, 8 of the 14 down-regulated miRNAs (57%)were located in the imprinted *Dlk1-Dio3* genomic region on distal mouse chromosome 12 (see details in Discussion). Among them, seven miRNAs were distributed broadly across *Rtl1* and the small nucleolar RNA *Rian* within the *Dlk1-Dio3* region (Fig. S3). In contrast, the up-regulated miRNAs were randomly distributed throughout the genome.

### Novel miRNAs identified in skeletal muscle

We used the miRDeep2 algorithm to identify novel miRNAs from our sequencing data [28]. Initially, miRDeep2 predicted 93 novel miRNAs. We then evaluated the candidates according to two criteria: 1) No mapping to sno/miRNA or non-coding RNAs according to the UCSC annotation. 2) Expression of at least two reads either in young or aged muscles. By these two criteria, the 93 candidates were narrowed down to 16 novel miRNAs (Table S1). The 16 novel miRNA precursor sequences folded well into a hairpin structure characteristic of *bona fide* miRNA (Fig. 3A). Six novel miRNAs shared homology with known miRNAs in their seed sequence (6–8 nucleotide long) as determined by the miRDeep2 algorithm, indicating that they may be new family members of those miRNAs (Fig. 3B). Interestingly, the mature sequences of two novel miRNAs (chr1_524 and chr13_816) were nearly identical to miR-143-3p, which regulates the fate of smooth muscle by promoting the differentiation and repressing the proliferation of smooth muscle cells [20]. Another novel miRNA, chr11_3738, shared homology with miR-185, which participates in 22q11DS and schizophrenia by dysregulating sarco/endoplasmic reticulum Ca^2+^-ATPase (SERCA2) [29]. While 2 of the novel miRNAs (chr7_8267 and chr13_816) exhibited high expression (>1,000 read counts), the remaining 14 novel miRNAs exhibited relatively low expression (<300 read counts). All of the novel miRNAs identified in skeletal muscle were distributed randomly in the genome.

**Figure 3:**
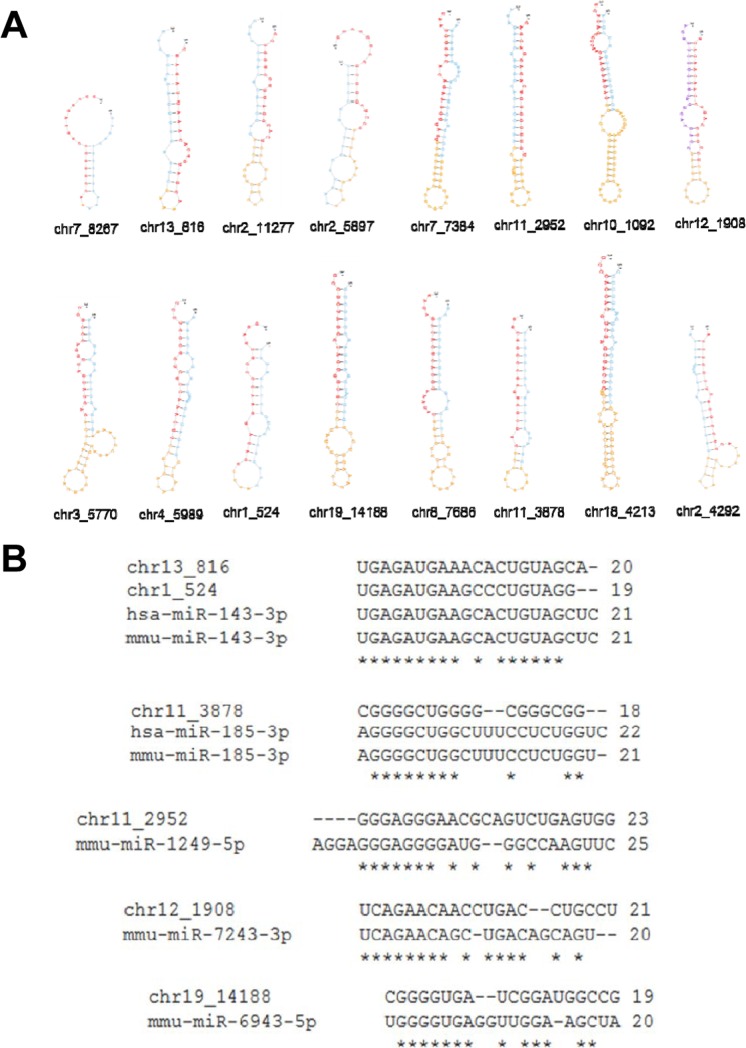
Sixteen novel miRNAs identified in skeletal muscle (**A**) Secondary structure of the hairpin according to 16 novel miRNAs detected in skeletal muscle. Red denotes a mature sequence. Yellow denotes a loop and blue denotes a star sequence. (**B**) Conservation of six novel miRNAs to known miRNAs. Asterisk indicates conserved sequence.

### RNA sequencing analysis in skeletal muscle

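Poly-A RNA from the gastrocnemius muscle of 5 young mice (6 months) and 5 aged mice (24 months) was sequenced in paired-end reads, with 1 library for each mouse. The methods name a Genome Analyzer IIx as the sequencer, whereas the deposited series record names a HiSeq instrument. The authors mapped the reads to the mouse genome (mm10) with TopHat2, computed the FPKM, a number of fragments scaled to the transcript's length and the library's size, and deposited the log2 of FPKM. The methods describe an FPKM for each gene of a RefSeq model, while the deposited values carry Ensembl and Vega transcript names such as Egr1-201. They cover 92251 transcripts under 37947 gene symbols, a few of them without a name. An FPKM under 1 is listed as 0, so a value of 0 stands for any FPKM up to 1. At least 1 library had a value above 0 for 46432 transcripts of 12533 genes, and all 10 libraries had one for 26460 transcripts.

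For 40790 of the 40794 transcripts above 0 in at least 4 libraries, the values were whole numbers of reads divided by 1 transcript length and by the depth of the library, which gives that depth. It ranged from 19886361 to 34554354 reads, with a median of 22774140 in young and 22606510 in aged muscle. On a transcript of 1 kb, an FPKM of 1 corresponds to between 19.9 and 34.6 reads, so fewer reads than that were not listed. A read shared by several isoforms of a gene is counted in full for each of them, so transcripts of 1 gene are not independent measurements. Xist, which is expressed from the inactive X chromosome of females, was listed at 0 in all 10 libraries, and the Y-linked gene Eif2s3y had a log2 FPKM of 4.31 ± 0.14 (SD, n = 5) in young and 4.41 ± 0.61 (SD, n = 5) in aged muscle, the methods naming male mice. The young and the aged library numbered 3 were the deepest of their groups and listed the fewest transcripts above 0, 35024 and 29878, against 38855 to 43296 in the others.

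**Figure D1:**
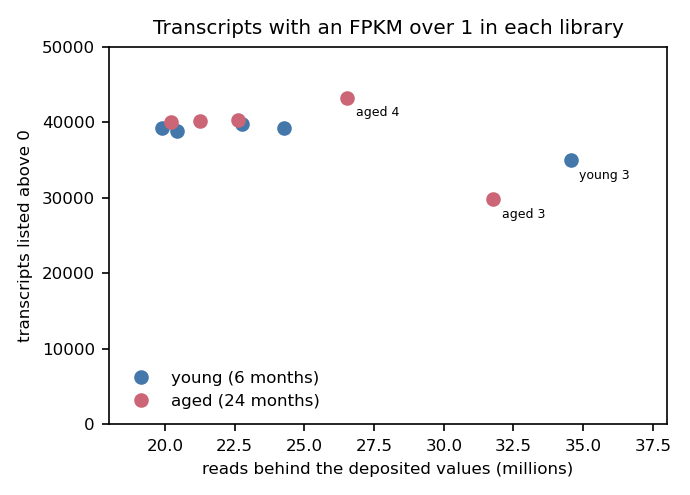
Number of transcripts listed above 0 (vertical axis) against the reads behind the deposited values (horizontal axis, in units of 1e6 reads), 1 point for each library, young in blue and aged in red. The libraries numbered 3 lie apart from the others, with 34554354 reads in young 3 and 31783514 in aged 3.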

We performed RNA sequencing (RNA-Seq) to identify genes that were differentially expressed between young and old muscles. Overall, 123 genes were up-regulated, while only 13 genes were down-regulated, showing a dramatic increase in gene expression with muscle aging (>2-fold difference, *t*-test, *P*<0.05) (Fig. 4A). 

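The criteria of the paper were applied to the log2 FPKM of each transcript as deposited, with each transcript counted. They were a difference of more than 1 between the mean of the 5 aged and the mean of the 5 young libraries and an unadjusted p under 0.05 by the 2-sample test of the methods. They were met by 218 transcripts of 122 genes that were higher in aged muscle, and by 35 transcripts that were lower, 1 of them unnamed and the rest from 14 genes. Up to 7 transcripts of a single gene were counted. Every aged library was above every young library for 96 of the 218 transcripts, and every aged library was below every young library for 22 of the 35. Among the 38059 transcripts with a mean FPKM of at least 1, the groups did not overlap in 1.54%, where chance gives 0.794%. A value of 0 in at least 1 library was listed for 114 of the 218 transcripts and for 12 of the 35. In simulated values of the same size without any difference between the ages, the same criteria were met by 397 transcripts. With a log2 difference of 1.5 given to 200 transcripts, they found 83.5% of these. The simulated transcripts varied independently and normally, unlike isoforms that share reads, so the 397 does not measure chance calls in these data. The 200 were drawn from transcripts with a mean well above the limit of listing, so the 83.5% does not cover those near it.

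Young and aged libraries that carry the same number deviated from their groups together, with a mean correlation across transcripts of 0.351 against -0.04 for the other combinations of a young and an aged library, although transcripts are not independent replicates. With the libraries compared as same-numbered pairs, 177 transcripts were higher and 18 were lower, of which 162 and 17 were among those counted without pairs. When both libraries numbered 3 were left out, a choice made after the values were seen, 206 transcripts were higher and 7 were lower.

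limma, with Benjamini-Hochberg adjustment over the 38059 transcripts, gave an adjusted p under 0.05 to 3 transcripts that were higher in aged muscle and to 0 that were lower. An unadjusted p under 0.05 was found for 1482 higher and 281 lower transcripts, where 1903 are expected in both directions together without any difference. The 3 transcripts were Sln-201 of sarcolipin and Cpne2-001 and Cpne2-002 of copine 2, each with an adjusted p of 0.0359 from limma. Cpne2 lies on chromosome 8 of GRCm38 from 94532674 to 94570529, and the log2 FPKM of Cpne2-001 was 1.88 ± 0.29 (SD, n = 5) in young and 3.63 ± 0.24 (SD, n = 5) in aged muscle. With same-numbered pairs, limma gave the 3 transcripts an adjusted p of 0.297. In that fit, the higher transcripts with an unadjusted p under 0.05 alone outnumbered the 1903 expected for both directions together. In simulated values, limma found 67% of the transcripts given a log2 difference of 2 and 0% of those given 0.5. Of the alternatives tried for the counts over 2-fold, limma's adjusted p in place of the unadjusted one moved them most, to 2 higher and 0 lower transcripts. From the excess of up-regulated over down-regulated genes, the paper concludes that gene expression increased dramatically with muscle aging (Fig. 4A).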

Young and aged samples were clearly separated into two distinct clusters by hierarchical clustering. 

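The clustering in Fig. 4A used the genes selected for their difference between the ages. On the 253 transcripts past the same criteria here, average-linkage clustering by Pearson correlation placed the 5 young libraries in 1 cluster and the 5 aged libraries in the other. The silhouette width, which compares the distance of a library to its own group with its distance to the other group, was 0.539 on average over the 10 libraries and ranged from 0.326 to 0.716. No test was made on these transcripts, since they were chosen by age. On all 38059 transcripts with a mean FPKM of at least 1, which were not chosen by age, the mean silhouette width was 0.0174 (exact permutation test over all splits of the 10 libraries, 5 against 5, p = 0.349). There, the 2 clusters were the pair of libraries numbered 3, 1 young and 1 aged, and the other 8 libraries. Young library 3 had the lowest silhouette width, -0.170. When each library was left out in turn, the mean on all transcripts stayed between -0.0309 and 0.0985, and the highest of these, without young library 3, had an exact permutation p of 0.0476. Without both libraries numbered 3, it was 0.0855 (exact permutation test, p = 0.0571).

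**Figure D2:**
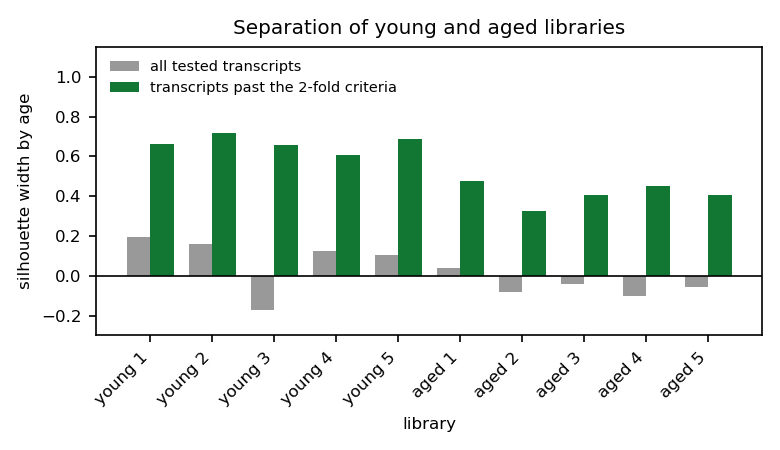
Silhouette width by age (vertical axis, no unit) of each library (horizontal axis) on all tested transcripts (gray bars) and on the transcripts past the 2-fold criteria (green bars). On all tested transcripts, 5 libraries had a width below 0, whereas on the selected transcripts each library had at least 0.326.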

Interestingly, 5 of the 123 up-regulated genes (4%) were over-expressed more than 7-fold. In contrast, all 13 down-regulated genes changed moderately. 

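More than 7-fold higher values in aged muscle were found for 5 transcripts of 4 genes, 2.29% of the 218 up-regulated transcripts. Igkc-201, the constant region of the immunoglobulin kappa chain on chromosome 6 of GRCm38 from 70726435 to 70726754, had the largest log2 difference, 4.14 (exact permutation test, two-sided, p = 0.00794, the smallest that 5 libraries against 5 allow). It was listed at 0, 0, 0, 1.29 and 0.12 in young libraries 1 to 5, and at 6.78, 3.15, 4.25, 4.71 and 3.20 in aged libraries 1 to 5, from 60 to 756 reads. Sln-201, from sarcolipin on chromosome 9 from 53850251 to 53853849, had a log2 FPKM of 1.07 ± 0.68 (SD, n = 5) in young and 4.40 ± 0.50 (SD, n = 5) in aged muscle. Its log2 difference of 3.33 (standard error 0.35 from limma) exceeded the spread between replicates, and its values rested on 13 to 56 reads in young and 194 to 394 in aged libraries. Gm17041-001, whose gene has no position in the annotation used, had a log2 FPKM of 1.75 ± 0.97 (SD, n = 5) in young and 4.59 ± 2.38 (SD, n = 5) in aged muscle, a log2 difference of 2.85 (exact permutation test, p = 0.0397). Aged library 5 was at 0.43 for this transcript, while the other aged libraries were between 4.77 and 6.02. The other 2 transcripts belong to Egr1. With folds taken from means of FPKM in place of means of log2 values, 8 transcripts were more than 7-fold higher. With same-numbered pairs, the count was 5.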

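The 35 transcripts past the criteria in the down direction were lower by a median of 2.22-fold, and the largest fall was 3.29-fold, whereas the median of the 218 up-regulated transcripts was 2.52-fold and the largest rise was 17.6-fold. The genes that follow were singled out after their values were seen, since no transcript was lower with an adjusted p under 0.05 from limma. Nrep-203, on chromosome 18 of GRCm38 from 33437019 to 33464365, had a log2 FPKM of 5.79 ± 0.31 (SD, n = 5) in young and 4.14 ± 1.33 (SD, n = 5) in aged muscle, and aged library 5 was the lowest at 1.93. Smox-009 of spermine oxidase, on chromosome 2 from 131491858 to 131525183, went from 8.24 ± 0.26 (SD, n = 5) to 7.13 ± 1.04 (SD, n = 5), with aged library 5 at 5.29 and the other aged libraries between 7.42 and 7.81.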

Several genes identified in RNA-Seq were previously reported to be associated with age-related diseases. Early growth response 1 (Egr1) is a transcriptional regulator that is also known as a major regulator of cell senescence [30]. 

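Egr1 lies on chromosome 18 of GRCm38 from 34861207 to 34864956, and both of its transcripts were above 0 and past the 7-fold limit. Egr1-201, the one with the higher mean, was listed at 1.34, 0, 0.21, 0 and 0 log2 FPKM in young libraries 1 to 5 and at 5.17, 3.92, 5.88, 4.00 and 0.23 in aged libraries 1 to 5. These values rested on 157 reads or fewer in young libraries and on 2323, 1038, 5686, 1291 and 72 reads in the aged ones. The difference of the means was 3.53 on the log2 scale (exact permutation test, two-sided, p = 0.0159). Adjusted over the 9 genes that the paper names for its RNA sequencing, this p was 0.0286, and limma's p adjusted over all tested transcripts was 0.659. The paper named the 9 genes from these same libraries, so the adjustment over them does not account for their selection. Aged library 5 was within the range of the young libraries. With the libraries taken as same-numbered pairs, Egr1-201 was higher in the aged library of 5 of 5 pairs, but by only 0.23 in the pair numbered 5, and the exact test on the signs of the 5 paired differences gave p = 0.0625, the smallest that 5 pairs allow, so that it cannot pass 0.05. Without both libraries numbered 3, left out after the values were seen, the difference was 3.00 (exact permutation test, p = 0.0571). Egr1-001 shares most of its reads with Egr1-201 and had a log2 difference of 3.19.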

Another identified gene, apolipoprotein D (Apod), has a role in the aging brain and in Alzheimer's dementia [31].

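Apod, on chromosome 16 of GRCm38 from 31296192 to 31314808, has 6 transcripts in the deposited values, and all 6 met the 2-fold criteria. The one with the highest mean, Apod-006, had a log2 FPKM of 4.95 ± 0.54 (SD, n = 5) in young and 6.76 ± 0.79 (SD, n = 5) in aged muscle, from 152 to 631 and from 506 to 2769 reads. The log2 difference was 1.81 (standard error 0.40 from limma), with every aged library above every young library (exact permutation test, two-sided, p = 0.00794). Over the 9 genes named for the RNA sequencing, the adjusted p was 0.0238 by the same exact test, and over all tested transcripts limma's adjusted p was 0.470. As for Egr1, the adjustment over 9 genes does not account for their selection on these same libraries. In same-numbered pairs, the aged library was higher in 5 of 5, for which the exact test on signs gave p = 0.0625. With each library left out in turn, the difference stayed between 1.53 and 2.02.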

**Figure 4:**
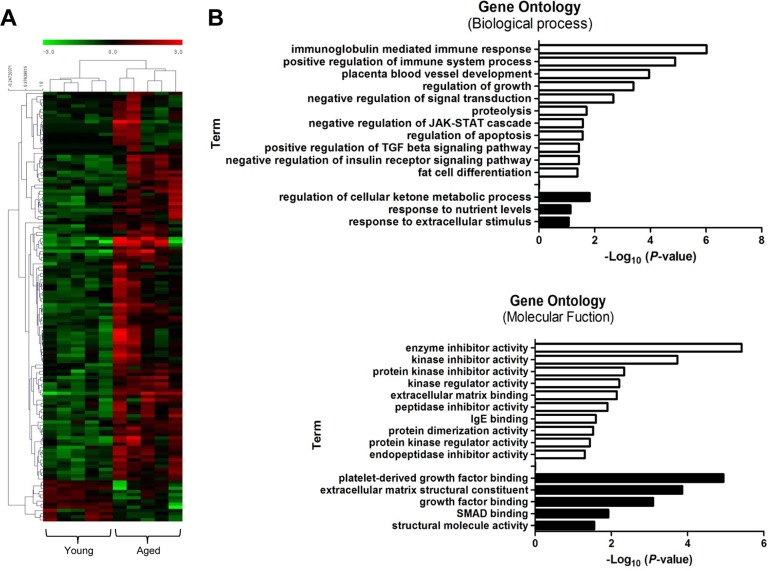
Transcriptional signature of aged skeletal muscle and its selected gene ontology terms of the mRNA transcriptome (**A**) Unsupervised hierarchical clustering of the 136 differentially regulated mRNAs with aging; 123 genes were up-regulated, and 13 genes were down-regulated. Each column presents the mRNA expression in young (*n* = 5) and aged (*n* = 5) muscle. The intensity represents the magnitude of the difference. Red and green denote high and low expression, respectively. (**B**) Bar plot for the -log_10_ of the *P*-value of the selected GO terms. The up- and down-regulated genes (2-fold change) were subjected to gene ontology analysis using DAVID. The enriched biological processes (upper) and molecular functions (lower) were plotted. White bar, enriched GO terms regulated by up-regulated genes; black bar, enriched GO terms regulated by down-regulated genes.

Next, we performed gene ontology (GO) analysis to understand the functional significance of the genes with changed expression. For the up-regulated genes, biological processes related to the immune response were highly over-represented: e.g., ISG15-protein conjugation, phagocytosis, engulfment, and complement activation (Fig. 4B, white bar). 

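The gene ontology tables of DAVID were not used here, and sets of genes written by hand for 11 of the terms that the paper names were scored instead. The score of a library was the mean over the members of each gene's log2 FPKM in units of its standard deviation over the 10 libraries, with the transcript of highest mean for each gene. The difference between aged and young scores was tested by a two-sided exact permutation test over all labellings of 5 against 5, with Benjamini-Hochberg adjustment over the 11 sets. ISG15-protein conjugation (5 genes) had a score of -0.512 ± 0.145 (SD, n = 5) in young and 0.512 ± 0.898 (SD, n = 5) in aged muscle, a difference of 1.02 (exact permutation test, adjusted p = 0.0291). The aged scores were widely spread, with 1.71 in aged library 3 and -0.292 in aged library 2. Complement activation (17 genes) differed by 0.844 (adjusted p = 0.0349 by the exact permutation test), and 15 of its genes were higher in aged muscle. Phagocytosis and engulfment (19 genes) differed by 0.448, with an adjusted p of 0.0655 by the exact permutation test, and aged library 4 at 1.20 stood above the other aged libraries, which were between -0.199 and 0.0568. With the signs of the same-numbered pairs permuted, the adjusted p was 0.0764 for each of these 3 sets by that exact test, which with 5 pairs cannot pass 0.05. The alternative that moved the adjusted p most was quantile normalization, under which ISG15-protein conjugation had an adjusted p of 0.218 by the exact permutation test.

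Members past the 2-fold criteria were counted among 106 up-regulated genes, each taken at its transcript of highest mean, against a background of 12533 genes above 0 in at least 1 library. Complement activation held 3 of them (C1qb, C2 and Cfb) where 0.144 were expected by chance (one-sided Fisher's exact test, adjusted p = 0.00135). Phagocytosis and engulfment held 2 (Fcer1g and Thbs1; Fisher's exact test, adjusted p = 0.0135), and ISG15-protein conjugation held 1 (Isg15; Fisher's exact test, adjusted p = 0.0457). The Fisher test treats genes as independent, which genes that vary together between libraries are not. C1qb-001, on chromosome 4 of GRCm38 from 136880126 to 136886200, had a log2 FPKM of 1.92 ± 0.46 (SD, n = 5) in young and 3.47 ± 1.26 (SD, n = 5) in aged muscle. Isg15-201, on chromosome 4 from 156199424 to 156200818, was listed at 0 in each young library and at 0.69, 0.95, 3.13, 2.52 and 0.59 in aged libraries 1 to 5, from 23 to 210 reads.

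**Figure D3:**
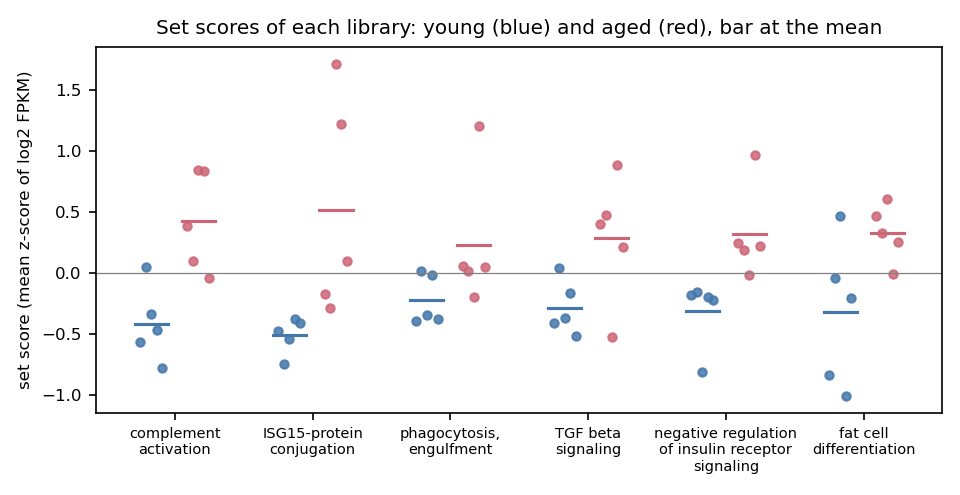
Set score (vertical axis, mean z-score of log2 FPKM) of each library for 6 gene sets (horizontal axis), young in blue and aged in red, with a bar at the mean of each group. For ISG15-protein conjugation and for negative regulation of insulin receptor signaling, the lowest aged score was above the highest young score.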

Other significantly enriched biological processes included the positive regulation of the transforming growth factor (TGF) beta signaling pathway and the negative regulation of the insulin pathway, apoptosis, and fat cell differentiation. 

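The set for TGF beta signaling (18 genes) had a score of -0.287 ± 0.220 (SD, n = 5) in young and 0.287 ± 0.517 (SD, n = 5) in aged muscle, a difference of 0.575 that did not pass the adjustment (exact permutation test, adjusted p = 0.0679). Aged library 3 was at -0.529, below each young library. The adjusted p by the exact permutation test was 0.0437 with the libraries rescaled by the median of ratios and 0.138 with same-numbered pairs. Negative regulation of insulin receptor signaling (12 genes) differed by 0.633, and every aged library scored above every young library (adjusted p = 0.0291 by the exact permutation test, and 0.0764 with same-numbered pairs). The set for fat cell differentiation (18 genes), which does not separate negative from positive regulators, differed by 0.652, which was within the spread of the young libraries (exact permutation test, adjusted p = 0.0698, or 0.0764 with pairs). Apoptosis was not scored. Among the 106 up-regulated genes, 2 belonged to the insulin set (Socs1 and Socs3; Fisher's exact test, adjusted p = 0.0092) and 1 to the fat cell set (Klf4; Fisher's exact test, adjusted p = 0.142). Thbs1-001 of thrombospondin 1, on chromosome 2 of GRCm38 from 118111876 to 118127133, had a log2 FPKM of 0.78 ± 0.61 (SD, n = 5) in young and 2.49 ± 0.81 (SD, n = 5) in aged muscle. Socs1-201, on chromosome 16 from 10783808 to 10785536, and Socs3-001, on chromosome 11 from 117966079 to 117970336, were both listed at 0 in each young library. In aged libraries 1 to 5, Socs1-201 was listed at 0.66, 2.06, 4.09, 2.03 and 0, and Socs3-001 at 1.19, 1.03, 1.40, 2.91 and 0.33.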

Among these examples, the TGF beta pathway is a well-known regulator of skeletal muscle aging that represses myogenic differentiation and muscle regeneration [11]. In the ‘Molecular Functions’ category, up-regulated genes were significantly enriched for GO terms related to various enzyme activities such as kinase, peptidase, and endopeptidase. 

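Fig. 4B names kinase inhibitor and peptidase inhibitor terms among these functions, and a set was written for each. The set of kinase inhibitors (15 genes) had a score of -0.342 ± 0.239 (SD, n = 5) in young and 0.342 ± 0.200 (SD, n = 5) in aged muscle, with every aged library above every young library. The difference of 0.683 had an adjusted p of 0.0291 (exact permutation test), and of 0.0764 with the signs of same-numbered pairs permuted. Of its members, 7 were among the up-regulated genes, where 0.127 were expected by chance (one-sided Fisher's exact test, adjusted p = 1.7e-10). They were Cdkn1a, Errfi1, Socs1, Socs2, Socs3, Trib1 and Trib2. Cdkn1a-001, on chromosome 17 of GRCm38 from 29090979 to 29100722, had the largest log2 difference of the 7, 1.88, with a log2 FPKM of 2.27 ± 0.67 (SD, n = 5) in young and 4.15 ± 0.84 (SD, n = 5) in aged muscle (exact permutation test, two-sided, p = 0.00794), and limma's adjusted p was 0.599. Peptidase inhibitors (19 genes) differed by 0.577, which did not pass the adjustment (exact permutation test, adjusted p = 0.0624), and aged library 3 had the highest score, 0.954. Spint2-202, on chromosome 7 from 29256330 to 29282059, had a log2 FPKM of 1.57 ± 0.28 (SD, n = 5) in young and 2.63 ± 0.62 (SD, n = 5) in aged muscle. Serpinb1a-201, on chromosome 13 from 32842092 to 32853206, was listed at 0.38, 0, 0, 0 and 0.069 in young libraries and at 1.34, 1.30, 1.04, 2.34 and 0.45 in aged libraries 1 to 5.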

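Of 5 genes listed for IgE binding, 2 were above 0 in at least 1 library, Fcer1g and Lgals3, and both were among the up-regulated genes (one-sided Fisher's exact test, adjusted p = 0.00039). Fcer1g-001, on chromosome 1 of GRCm38 from 171229572 to 171234349, encodes the gamma subunit of Fc receptors. It was listed at 0, 1.22, 1.04, 1.31 and 0.063 log2 FPKM in young libraries 1 to 5 and at 1.99, 0.98, 4.44, 3.42 and 1.85 in aged libraries 1 to 5, from 14 to 48 reads where above 0 in young and from 30 to 464 in aged muscle. Lgals3-004 of galectin 3, on chromosome 14 from 47373860 to 47386167, had a log2 FPKM of 1.91 ± 0.85 (SD, n = 5) in young and 3.07 ± 0.33 (SD, n = 5) in aged muscle (exact permutation test, two-sided, p = 0.0159; limma's adjusted p = 1.00). The score of the pair of genes differed by 1.32 between aged and young libraries (exact permutation test over labellings, adjusted p = 0.0349, or 0.0764 with same-numbered pairs).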

IgE binding, which is a molecular function related to the immune system and matrix binding, was also represented. The down-regulated genes were enriched in terms such as metabolic process, response to nutrient levels, platelet-derived growth factor binding, and SMAD binding (black bar).

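The set for platelet-derived growth factor binding (9 genes, mainly collagens and receptors) had a score of 0.364 ± 0.382 (SD, n = 5) in young and -0.364 ± 0.550 (SD, n = 5) in aged muscle, a difference of -0.728 that did not pass the adjustment (exact permutation test, adjusted p = 0.0582, or 0.0764 with same-numbered pairs). Of its genes, 7 were lower in aged muscle. SMAD binding (19 genes) differed by 0.0450, less than the spread between replicates (exact permutation test, adjusted p = 0.913, or 0.938 with pairs), and 8 of its genes were lower. Its difference was -0.0262 with the libraries rescaled by the median of ratios, so its direction was not stable. Each set held 1 of the 7 genes that were down-regulated at their transcript of highest mean, Col3a1 in both cases (one-sided Fisher's exact test, adjusted p = 0.0092 for platelet-derived growth factor binding and 0.0135 for SMAD binding). Col3a1-001, on chromosome 1 of GRCm38 from 45311538 to 45349706, had a log2 FPKM of 3.59 ± 0.34 (SD, n = 5) in young and 2.56 ± 0.83 (SD, n = 5) in aged muscle, from 1035 to 1990 and from 342 to 1513 reads. Its log2 difference was -1.03 (exact permutation test, two-sided, p = 0.0317; limma's adjusted p = 1.00). Metabolic process and response to nutrient levels were not scored.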

### Putative target genes regulated by age-related miRNAs and their roles in biological processes

Next, we tried to understand the biological significance of age-regulated miRNAs by identifying their target mRNAs. We used the TargetScan program (version 6.2) to predict the biological targets of each miRNA and then selected genes that showed a negative correlation between mRNA (1.5-fold difference) and miRNA expression. A total of 94 mRNA-miRNA interactions were identified, including 37 up-regulated and 57 down-regulated genes targeted by 14 age-related miRNAs (Table 3 and Fig. 5). 

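Table 3 lists 36 different genes in 36 pairs for the down-regulated miRNAs and 47 different genes in 57 pairs for the up-regulated miRNAs, and all of them were found among the deposited values. The difference of mean log2 FPKM between aged and young muscle, at the transcript of highest mean, was compared with the log2 cutoff of 0.5 in the methods. TargetScan was not run, and the miRNA values were not used. All 36 genes listed as up-regulated were higher in aged muscle, 29 of them past the cutoff, with a median of 0.64 on the log2 scale. Of the 47 genes listed as down-regulated, 44 were lower, 29 of them past the cutoff, with a median of -0.59. Random lists of genes of the same size and mean expression had a median between 0.02 and 0.21 for the first list and between -0.04 and 0.13 for the second in 95% of 10000 draws, but the lists of Table 3 were selected on these same data. By the criteria's test, the unadjusted p was under 0.05 for 17 genes of the first list and for 8 of the second. These 8 include Fam134c, which was higher in aged muscle, against its listed direction. Errfi1 and Sik1 rose most among the first list, by 1.52 and 1.48 on the log2 scale. Errfi1-001 went from 2.74 ± 0.38 (SD, n = 5) in young to 4.26 ± 0.87 (SD, n = 5) in aged muscle and Sik1-201 from 0.81 ± 0.42 (SD, n = 5) to 2.30 ± 0.47 (SD, n = 5). The smallest rises were those of Ccna2 (0.18), Arl10 (0.21) and Pdia3 (0.30). In the second list, Eml2, Six5 and Fkbp5 fell most, by differences of -1.73, -1.51 and -1.20, each within the spread between replicates. Fam134c, Ttc19 and Irak1 of that list were higher in aged muscle, by 0.21, 0.10 and 0.07. Without both libraries numbered 3, left out after the values were seen, 25 genes of the first list and 18 of the second were past the cutoff.

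The fall of Eml2 and that of Six5 rest on young library 3. Six5-001 was listed at 7.55 there and at 0 in the other 9 libraries, and Eml2-005 was at 10.68 there and at 3.06 or lower elsewhere (exact permutation test, p = 0.548). Both lie on chromosome 7 of GRCm38, Eml2 from 19176421 to 19206482 and Six5 from 19094544 to 19098549, in a run of 12 neighboring genes from 19076112 to 19280095 that were all listed far higher in young library 3. A run of 17 genes from 19425102 to 19796809 was listed far higher in young library 2, and another of 18 genes, from 126830468 to 127208468, in young library 4. Of the down-regulated list, 7 genes lie in these regions (Dmpk, Dmwd, Eml2, Kctd13, Maz, Prrt2 and Six5). All 7 were past the cutoff and had their highest value in young library 3 or 4, and without that library 0 were past it, with differences between -0.36 and 0.28. Of the 40 genes of the list elsewhere, 22 were past the cutoff, with a median of -0.56.

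**Figure D4:**
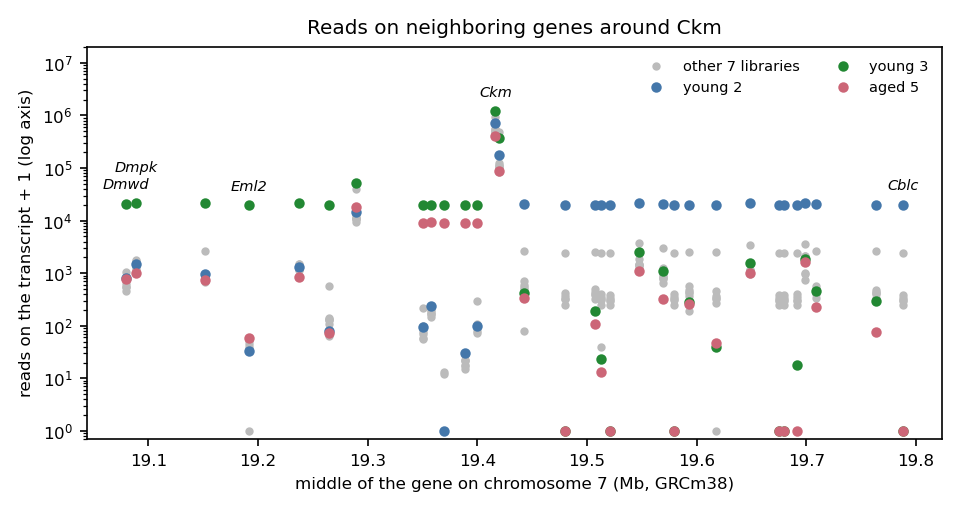
Reads on the transcript of highest mean of each gene plus 1 (vertical axis, log scale) against the middle of the gene on chromosome 7 in Mb (horizontal axis), for young 2, young 3, aged 5 and the other 7 libraries. The genes next to Ckm carry nearly equal numbers of reads in a single library, close to 20005 in young 2 from Ckm to Cblc.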

By gene ontology analysis, the genes targeted by down-regulated miRNAs represented two clusters with enrichment scores ≥1.3 (Table S2). Of note, we found that the most enriched term in ‘biological process’ category was the regulation of transcription, in which Egr2, Klf4, Klf6, and Rybp was involved. 

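In the RNA sequencing libraries, the 4 genes were taken at their transcript of highest mean. They come from lists that the paper selected on these same libraries, which their exact p values do not account for. Klf4-001, on chromosome 4 of GRCm38 from 55527137 to 55532475, had a log2 FPKM of 1.54 ± 0.41 (SD, n = 5) in young and 2.73 ± 0.48 (SD, n = 5) in aged muscle, a log2 difference of 1.19 (exact permutation test, two-sided, p = 0.0159; limma's adjusted p = 0.583). Klf6-201, on chromosome 13 from 5861489 to 5870393, had 2.14 ± 0.38 (SD, n = 5) in young and 3.19 ± 0.26 (SD, n = 5) in aged muscle, a difference of 1.04, and every aged library was above every young library (exact permutation test, p = 0.00794; limma's adjusted p = 0.439). The reads behind these values ranged from 141 to 682 for Klf4 and from 278 to 1304 for Klf6. Rybp-201, on chromosome 6 from 100228565 to 100287358, was listed at 0, 0.12, 0, 0 and 0.13 in young libraries 1 to 5 and at 0.74, 0.50, 1.06, 0.70 and 0.36 in aged libraries 1 to 5, on 97 and 118 reads in the 2 young libraries above 0 and on 116 to 296 in the aged libraries. Its mean difference of 0.62 did not reach 2-fold, but the groups did not overlap (exact permutation test, p = 0.00794; limma's adjusted p = 0.659). Egr2-002, on chromosome 10 from 67534469 to 67542188, was listed at 0 in each young library and at 1.81, 0, 2.36, 0.34 and 0 in aged libraries 1 to 5, so an increase was not detectable in 2 of the 5 aged libraries (exact permutation test, p = 0.167). The exact test on the signs of the 5 same-numbered differences gave 0.0625 for Klf4, Klf6 and Rybp and 0.25 for Egr2. Without both libraries numbered 3, the difference of Klf4 was 1.11 (exact permutation test, p = 0.0571).

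**Figure D5:**
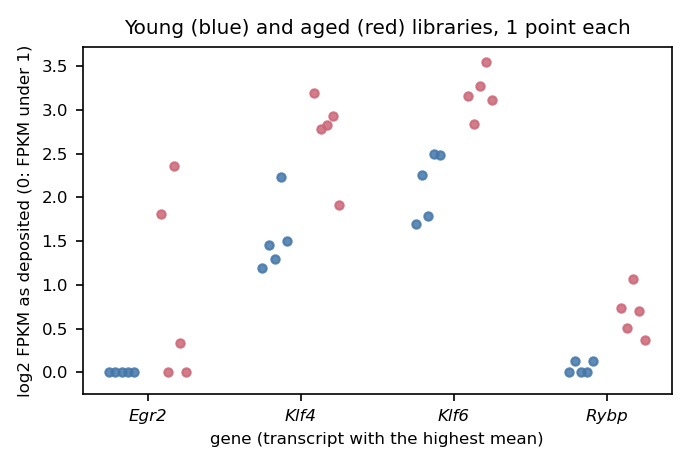
Log2 FPKM as deposited (vertical axis) of Egr2, Klf4, Klf6 and Rybp (horizontal axis), 1 point for each library, young in blue and aged in red, where 0 stands for an FPKM under 1. The 5 aged libraries lie above the 5 young ones for Klf6 and Rybp, whereas Egr2 is at 0 in all young and in 2 aged libraries.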

Consistent with our RNA-Seq data, we confirmed that mRNA levels of all four genes were increased in aged muscle by qRT-PCR (Fig. 6A). Among them, Rybp, Ring1 and YY1-binding protein, is known to negatively regulate skeletal myogenesis in injury-induced muscle regeneration [32]. We confirmed that Rybp was also increased at the protein level in aged muscle (Fig. 6B). These results suggested that Rybp and its putative regulatory miRNA, miR-136, could contribute to muscle aging process.

**Table 3:** De-regulated miRNAs and their target genes from RNA-Seq mRNAs are predicted as targets of up- or down-regulated miRNAs. TargetScan-predicted miRNA-mRNA pairs showing negative correlation in expression profile were selected.

Down-regulated miRNAs	Up-regulated target genes
mmu-mir-148a	ARL6IP1, ARPP19, ATP2A2, CCNA2, CSF1, EGR2, ERLIN1, ERRFI1, FIGF, GADD45A, GMFB, ITGA5, KLF4, KLF6, LIMD2, MAFB, NFYA, PDIA3, PHIP, PPP1R10, PPP1R12A, PTPN14, RAI14, RSBN1L, SERPINE1, SIK1, SLC2A1, TMEM127, TMSB10, TMSB4X
mmu-mir-411	APOLD1, SPRY4
mmu-mir-136	RYBP, ARL10, GLIPR2, UGGT1

Up-regulated miRNAs	Down-regulated target genes
mmu-mir-34a/c	DAB2IP, DMWD, EVI5L, FAM107A, MAZ, SPEG, TFRC, TTC19
mmu-mir-92b	COL1A2, DAB2IP, G3BP2, HOXC11, LBX1, NFIX, PKDCC, PRKAB2
mmu-mir-132	ACTR3B, AMD1, GPD2, HBEGF, KBTBD13, KCNJ12, PRRT2, SREBF1, TLN2
mmu-mir-146a	IRAK1, TLN2
mmu-mir-152	EML2, GPCPD1, NFIX, RPH3AL, SH3KBP1, TFRC, TRAK1, UCP3
mmu-mir-155	DUSP7, G3BP2
mmu-mir-185	DAB2IP, FAM134C, SYNM, TMEM233
mmu-mir-203	APBB2, CACNG7, FKBP5, GDAP1, HBEGF, KCNC1, SIX5, TMEM182
mmu-mir-206	DMPK, G3BP2, GPD2, KCTD13, MKL1, SLC16A3, SPEG
mmu-mir-215	KLHL23

**Figure 5:**
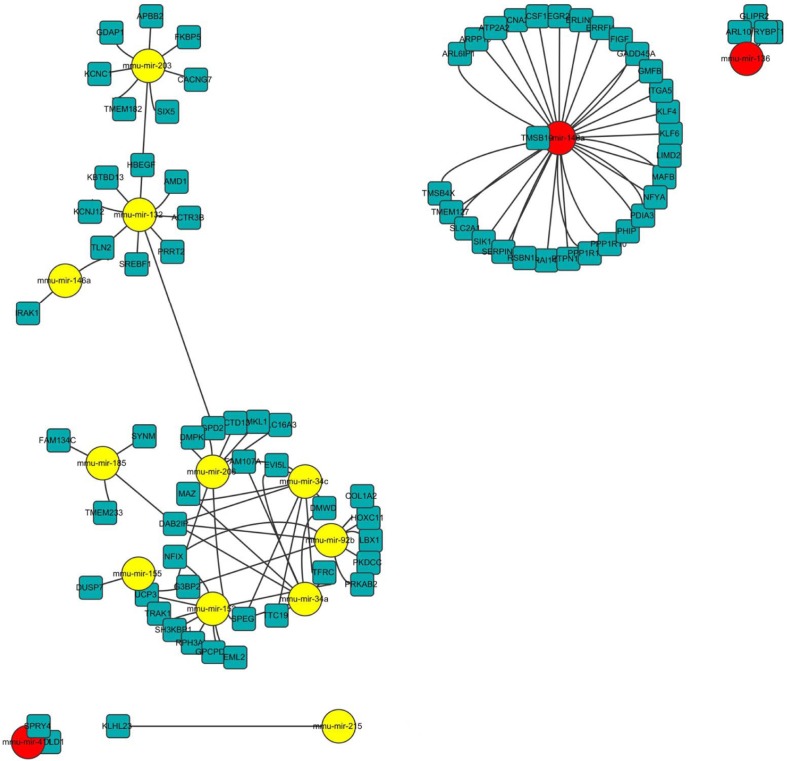
Network of miRNA-mRNA interaction The network displays the predicted interactions between age-related miRNAs and mRNAs from the sequencing and was generated using Cytoscape (version 3.0, www.cytoscape.org/). The up-regulated miRNAs are shown in yellow, down-regulated miRNAs in red. The miRNAs are depicted by circles and the mRNAs as squares. Their interaction is represented by one edge.

**Figure 6:**
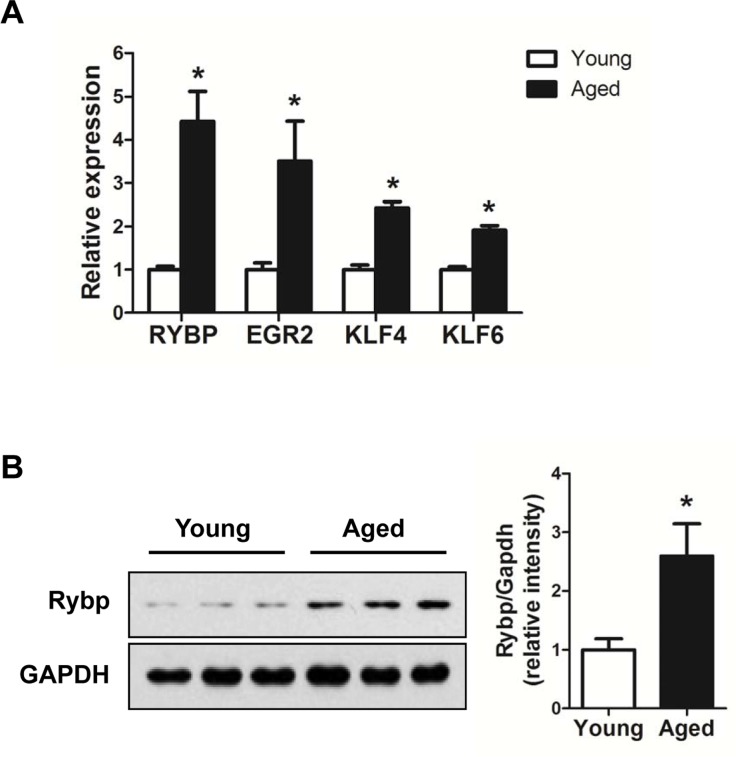
Up-regulation of genes involved in the trans-cription regulation in aged muscle (**A**) Relative expressions of 4 genes, Egr2, Klf4, Klf6, and Rybp, were determined by qRT-PCR (*n* = 3 for each group). The data were normalized to the amount of GAPDH mRNA. Error bars indicate SEM (Student's *t*-test, * *P* < 0.05). (**B**) Western blot and quantification of Rybp in young (white bar) and aged (black bar) gastrocnemius muscle (*n* = 3 for each group). GAPDH was used as loading control. * *P* < 0.05.

### Disease enrichment analysis of age-related miRNAs

MiRNAs are implicated in various diseases [3]. To examine whether the 34 age-related miRNAs identified in skeletal muscle are implicated in human disease, we used a human miRNA-associated disease database (HMDD), which provides information on changes in miRNA regulation in various human diseases [33]. As a result, human homologues corresponding to the 11 up-regulated and 8 down-regulated miRNAs were related to 58 and 40 human diseases, respectively (data not shown). Interestingly, 8 of the 19 miRNAs were related to human muscular diseases (Tables S3 and S4 and Fig. 7A). Notably, the changes in the miRNA expression level in those diseases were correlated with up-regulation rather than down-regulation. For example, the human homologues for five miRNAs that were up-regulated in aged muscle were also up-regulated in muscular diseases, except for miR-29b in DMD and RMS. In contrast, only one miRNA, hsa-miR-193, was down-regulated in DMD. In addition, 61 miRNAs related to 10 different groups of human muscle disorders are annotated in HMDD. We found that 8 miRNAs were significantly enriched in 8 muscular diseases, such as Duchenne muscular dystrophy (DMD), facioscapulohumeral muscular dystrophy (FSHD), limb-girdle muscular dystrophies types 2A (LGMD2A) (Fig. 7B). This analysis thus represents a meaningful relationship between the age-regulated miRNAs identified in mouse skeletal muscle and human muscular diseases.

**Figure 7:**
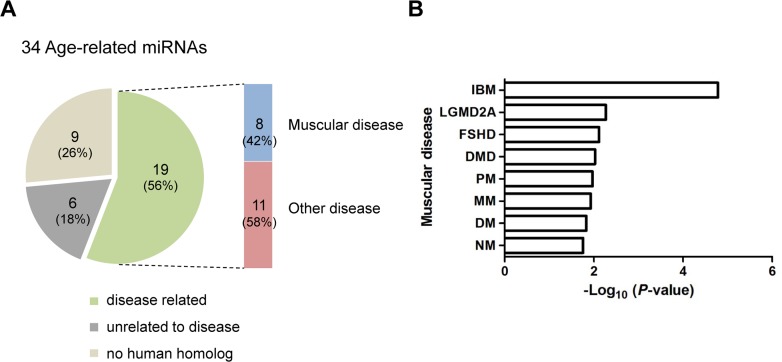
Association of age-related miRNAs identified in skeletal muscle with human diseases (**A**) The human homologues of 19 of 34 age-related miRNAs (56%) were associated with diseases. Among these, 8 miRNAs (42%) were related to human muscular diseases. Nine of the 34 miRNAs (26%) were not related to disease and 6 miRNAs (18%) had no human homologues. (**B**) Bar plot for the -log10 of the P-value of the 8 miRNAs enriched for muscular diseases. Becker muscular dystrophy, BMD; dermatomyositis, DM; Duchenne muscular dystrophy, DMD; facioscapulohumeral muscular dystrophy, FSHD; inclusion body myositis, IBM; limb-girdle muscular dystrophies types 2A, LGMD2A; Miyoshi myopathy, MM; nemaline myopathy, NM; polymyositis, PM; rhabdomyosarcoma, RMS.

## DISCUSSION

Significant advances have been made regarding the roles of miRNAs in aging processes through massive analyses of miRNAs that are differentially expressed with aging in various tissues. Here, we systematically profiled miRNA and mRNA gene expression from young and aged skeletal muscle. A total of 34 age-related miRNAs were identified. Of the down-regulated miRNAs, miR-148a-3p and -127-3p belonged to the 50 most abundant miRNAs in skeletal muscle (Fig. S4, Asterisk). MiR-127 was identified as a cardiac valve-enriched miRNA [34]; however, there were no previous reports on its role in skeletal muscle development. MiR-148a, one of the down-regulated miRNAs, was identified as a myogenic miRNA that promotes myogenic differentiation through the ROCK1 gene. MiR-155, one of the up-regulated miRNAs, represses skeletal muscle differentiation by repressing MEF2A [35]. Thus, in accordance with their expression and role in myogenesis, miR-148a and miR-155 might be involved in the aging process through muscle differentiation or regeneration.

Several groups have reported genome-wide profiling of miRNA expression in skeletal muscle with aging. The expression of 57 miRNAs in mouse quadriceps muscles was altered by aging using a miRNA array [10]. In another study, 18 age-associated miRNAs were identified in aged human skeletal muscles by miRNA array [9]. Recently, age-associated miRNA alterations in the skeletal muscle were reported in rhesus monkeys based on small RNA sequencing [13]. The differentially expressed miRNAs in previous studies appeared consistently in mouse skeletal muscle from our study; for example, up-regulated miRNAs such as miR-29b, -34a, -206, -215, and -223 in aged muscle were also elevated, and the down-regulated miRNA miR-434 was decreased in aged mouse muscle; thus, our data reproduce previous findings.

The processing of pre-miRNA produces a miRNA duplex consisting of an miRNA (guide) and miRNA* (passenger) strand [36]. Although the miRNA* strand is generally considered to have no functional role due to its low abundance, some miRNA* have been detected with high abundance during large-scale small RNA sequencing. Furthermore, some miRNA* strands were shown to be incorporated into RISC-complex and to show inhibitory activity, suggesting the impact of miRNA* species on regulatory networks [37]. Of note, in our dataset, five miRNAs, miR-136, -337, -434, -3071, -3544, exhibited a high dominance in both the guide and passenger strands. These five miRNA/miRNA*s were preferentially down-regulated with aging (Table 2). It remains unknown whether the down-regulated miRNA* strands, miR-136-3p, -337-3p, -434-5p, -3071-3p, and -3544-5p, have regulatory roles contributing to muscle aging.

Most mammalian miRNA genes are scattered individually in diverse genomic locations, but some miRNA genes are clustered in the genome [38]. There are miRNA clusters that contain two to three miRNA genes or mega-clusters that contain >50 miRNA genes. The clustered miRNAs are often oriented in the same direction and transcribed in a polycistronic manner with similar expression patterns. The imprinted *Dlk1-Dio3* genomic region, which is located on human chromosome 14 (mouse chromosome 12), contains the paternally expressed genes *Dlk1, Rtl1*, and *Dio3* and the maternally expressed non-coding RNA genes *Meg3* (*Gtl2*) and *Meg8* (*Rian*) as well as the antisense *Rtl1* (*anti-Rtl1*) [39]. Furthermore, the *Dlk1-Dio3* region contains 54 miRNAs, the largest miRNA cluster found in the human genome [40]. Notably, 8 of the 14 down-regulated miRNAs (57%) identified in this work belonged to the miRNA cluster derived from the *Dlk1-Dio3* region on mouse distal chromosome 12 and changed in the same direction in muscle. The miRNA clusters within the *Dlk1-Dio3* region are organized in two groups; the smaller one between *Gtl2* and *Rian* and the larger one between *Rian* and *Mirg* (also known as the miR-379-410 cluster); seven miRNAs found in skeletal muscle were derived from the smaller cluster, *Gtl2/Rian* (Fig. S3).

The miRNA clusters and genes within the *Dlk1-Dio3* region are differentially regulated in various diseases such as cancer and schizophrenia as well as skeletal muscle development [41]. The expression of ovine *Dlk1, Gtl2, Rtl1*, and *Meg8* is enriched in skeletal muscle, and overexpression of *Dlk1* and *Rtl1* is strongly correlated to muscle hypertrophy in *Callipyge* sheep [42]. The *Gtl2-Dio3* miRNA cluster-mediated regulation of WNT signaling by MEF2A is required for skeletal muscle regeneration [43]. Of the eight miRNAs located in the imprinted *Dlk1-Dio3* region, four miRNAs, miR-127, -136, -434, and -3071, are located within *anti-Rtl1*, which contains seven miRNAs (Fig. S3, based on miRbase). In this respect, these observations raise the questions of (1) if the miRNA cluster within the *Dlk1-Dio3* region is involved in muscle aging by participating in muscle regeneration or muscle atrophy; and (2) whether silencing of the miRNA cluster within the *Dlk1-Dio3* region with aging occurs in other tissues. By the integrated analysis of small RNA-Seq and mRNA-Seq data, we identified 94 mRNAs targeted by 14 age-regulated miRNAs using the TargetScan algorithm. Interestingly, GO functional clustering analyses revealed that genes targeted by down-regulated miRNAs, such as the Ccna2, Egr2, Klf4, Klf6, Mafb, Nfya, and Rybp genes, are mainly involved in the regulation of transcription, whereas genes targeted by up-regulated miRNAs are not enriched in any of the GO categories. 

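Of these genes, Egr2, Klf4, Klf6 and Rybp are reported with the results of the RNA sequencing, and Nfya and Ccna2 did not differ by more than the spread between replicates. Nfya-007, on chromosome 17 of GRCm38 from 48386885 to 48409820, was listed at 0.74, 0, 0, 0.17 and 0.59 in young and at 0.80, 0.60, 0, 2.03 and 1.13 in aged libraries 1 to 5, a mean difference of 0.61 (exact permutation test, two-sided, p = 0.127), on 76 reads or fewer. Ccna2-001, on chromosome 3 from 36564865 to 36573038, was listed at 0 in 9 of the 10 libraries and at 0.90 in aged library 3 (exact permutation test, p = 1.00), so a change below an FPKM of 1 was not detectable. The exact test on the signs of the same-numbered differences gave 0.125 for Nfya and 1.00 for Ccna2. Without aged library 3, the difference of Nfya was 0.84 (exact permutation test, p = 0.0317). The enrichment of functional terms among the targets of Table 3 was not recomputed.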

Recently, it was reported that Ring1 and YY1-binding protein (Rybp) is down-regulated by miR-29 during myogenesis and acts as a negative regulator of skeletal myogenesis in injury-induced muscle regeneration [32]. These results suggested that Rybp and its putative regulatory miRNA, miR-136, could contribute to muscle aging process. Future investigations into precise regulatory mechanisms for Rybp and miR-136 are needed.

In summary, we have identified 34 age-related miRNAs in the skeletal muscle, and of those 34, over 50% of down-regulated miRNAs are enriched as a cluster in the *Dlk1-Dio3* imprinted genomic region. By analyzing miRNA-mRNA interactions, we have identified that the miRNA contributes to muscle aging primarily through the regulation of transcription. Therefore, our results provide a clue regarding the role of miRNA in skeletal muscle aging.

## METHODS

### Sample collection

Six young (6-month-old) and six aged (24-month-old) male C57BL/6 mice were purchased from the Laboratory Animal Resource Center (Korea Research Institute of Bioscience and Biotechnology). The body weight of the mice was recorded before sacrifice for the muscle dissection into four types of muscles, soleus (SOL), extensor digitorum longus (EDL), tibialis anterior (TA), and gastrocnemius (*n* = 12). Each muscle mass was recorded, and the gastrocnemius muscle was immediately selected for further experiments.

### MiRNA sequencing and Data analysis

Small RNA-enriched total RNA from the gastrocnemius muscle (*n* = 12) was extracted using the *mir*Vana miRNA isolation kit (Ambion, Austin, TX) according to the manufacturer's protocol, and miRNA libraries were prepared following the Illumina library preparation protocol (Illumina Inc., San Diego, CA, USA). Each library was indexed with the Illumina adaptor (6-base barcode). The small RNA library was size fractionated on a 6% TBE urea polyacrylamide gel, and the 140-160 base pair fraction was excised from the gel. The purified miRNA library was quantified on the Agilent DNA 1000 chip. All indexed samples were pooled and sequenced in one lane of Illumina GAIIx (36 bp reads). Before mapping the raw small RNA sequencing reads on the reference genome, the base qualities of the reads were evaluated by FastQC (http://www.bioinformaticsbabraham.ac.uk/projects/fastqc), and the attached adaptor sequences at the 3' ends were removed by an in-house PERL script. After trimming the adapter sequences, the read size distribution was analyzed by an R (http://www.r-project.org.) script. Adapter-trimmed small RNA reads were then mapped on the reference genome mm10 downloaded from the UCSC Genome Browser (http://genome.ucsc.edu) by the BWA (http://bio-bwa.sourceforge.net.) software with the default options [44]. To assign the RNA classes for the mapped reads, we used the genomic position information of small RNAs and repeats in the annotation files from the UCSC Genome Browser and fRNAdb (http://www.ncrna.org/frnadb.) for miRNAs, tRNAs, rRNAs, and other non-coding RNAs [45]. By comparing the mapping position and annotation information, all mapped reads were classified into the corresponding RNA types, and the relative abundance of expression of each RNA type was evaluated based on the assigned read counts. To determine the portion of the main miRNA expression in the total small RNA sequencing data, we selected the top 10 expressed miRNAs from the pooled read set of 6 young mouse samples and evaluated the relative portion of the reads for those 10 most abundant miRNAs and other small portioned reads in the pooled young and aged mouse read sets.

For the known miRNAs (miRBase ver. 20), we calculated fragments per kilobase of transcript per million fragments mapped (FPKM) for each precursor and mature miRNA from the mapped reads using a custom Python script. For novel miRNA discovery, we used the mirDeep2 software (version 2.0.5) with the default parameters. MiRBase was used to filter known miRNAs, and *Rattus norvegicus* was used as a related species.

### RNA sequencing and data analysis

Total RNA was extracted from young and aged gastrocnemius muscle (*n* = 5 for each group) using the RNeasy Fibrous Tissue Mini Kit according to the manufacturer's instructions (Qiagen). The quality and integrity of the RNA were confirmed by agarose gel electrophoresis and ethidium bromide staining, followed by visual examination under ultraviolet light. The sequencing library was prepared using the TruSeq RNA Sample Preparation kit v2 (Illumina, CA, USA) according to the manufacturer's protocols. In brief, mRNA was purified from the total RNA using poly-T oligo-attached magnetic beads, fragmented, and converted into cDNA. Adapters were then ligated, and the fragments were amplified by PCR. The sequencing was performed in paired end reads (2×76 bp) using a Genome Analyzer IIx (Illumina).

Reference genome sequence data from *Mus musculus* were obtained from the University of California Santa Cruz Genome Browser Gateway (assembly ID: mm10). The reference genome index was built using the Bowtie2-build component of Bowtie2 (ver. 2.0) and SAMtools (ver. 0.1.18). Tophat2 (version 2.0.8) was applied to tissue samples to map the reads to the reference genome. Gene expression was measured as FPKM for each gene using the Refseq gene (mm10) model downloaded from the UCSC Browser gateway. Each FPKM was log_2_-transformed for further analysis.

### Mature miRNA expression analyses

TaqMan MicroRNA Assays were performed according to the manufacturer's recommended protocols (Applied Biosystems). Briefly, each reverse transcriptase (RT) reaction contained 10 ng of total RNA isolated using the *mir*Vana miRNA isolation kit, 50 nM stem-loop RT primer, 0.25 mM each dNTP, 3.33 units/µl MultiScribe RT enzyme, 0.25 units/µl RNase inhibitor, and 1 × RT buffer (all purchased from Applied Biosystems). The reactions were incubated for 30 min at 16 °C, 30 min at 42 °C, and 5 min at 85 °C and then held at 4°C. Each quantitative PCR (qPCR) reaction included 1.33 µl of RT product, 1 µl of the 20 × primers and probe mix of the TaqMan MicroRNA Assay, 0.5 µl of H-Taq DNA polymerase (SolGent, Daejun, Korea), and 10 µl of homemade buffer mixture [40 mM Tris-HCl (pH8.4), 100 mM KCl, 6 mM MgCl_2_, 0.5 mM each dNTP, and 10% DMSO] instead of the 2 × TaqMan Universal PCR Master Mix in a 20-µl reaction volume. The reactions were incubated in a 96-well plate on a Bio-Rad CFX96 system at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. The threshold cycle (Ct) is defined as the fractional cycle number at which the fluorescence passes the fixed threshold. U6 snRNA served as an endogenous control for normalization.

### Gene functional analysis

To characterize the biological processes affected by age-related mRNAs and miRNA, we used Gene Ontology (GO) and functional annotation clustering to classify the similar annotations into a cluster of the Database for Annotation, Visualization and Integrated Discovery (DAVID).

### Prediction of miRNA-mRNA interactions and network construction

We used the TargetScan (version 6.2, http://www.targetscan.org) database to predict potential target mRNAs for each miRNA. Based on the predicted miRNA-mRNA relationships, we selected miRNA-mRNA pairs showing opposite expression changes. The log_2_-fold change over 0.5 was used as a cutoff. The network between miRNAs and mRNAs was created using Cytoscape (version 3.0, www.cytoscape.org/).

### Quantitative real time RT-PCR

Total RNA was isolated using Qiazol reagent (Qiagen, Valencia, CA) followed by quantitative real time PCR using the StepOnePlus real-time PCR system (Applied Biosystems). Real-time PCR reactions were performed using specific primers at 95 °C for 3 min, followed by 40 cycles of 95 °C for 20 s, 60 °C for 20 s, and 72 °C for 20 s. The GAPDH housekeeping gene served as an endogenous control for normalization. The following primers were used: Egr2 forward 5'-TCAGTGGTTTTATGCACCAGC-3', Egr2 reverse 5'-GAAGCTACTCGGATACGGGAG-3', Klf4 forward 5'-GTGCCCCGACTAACCGTTG-3', Klf4 reverse 5'-GTCGTTGAACTCCTCGGTCT-3', Klf6 forward 5'-GTTTCTGCTCGGACTCCTGAT-3', Klf6 reverse 5'-TTCCTGGAAGATGCTACACATTG-3', Rybp forward 5'-AGGCCAAAAAGACAAGCGAAA-3', Rybp reverse 5'-TGAGAATTGATGCGAGGTTTCC-3'.

### Western blot analysis

The following antibodies were used in this study according to standard protocol: anti-GAPDH (Santa cruz) and anti-Rybp (Millipore).

### Statistical analysis

The data were analyzed with Microsoft Excel using Student's t-test, and probability values of less than 0.05 were considered significant. The data are presented as the mean, and the error bars indicate the standard error of the mean (SEM).

### Data deposition

The miRNA sequencing data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE55164. The RNA sequencing data are accessible through GEO accession number GSE55163.

## SUPPLEMENTAL DATA

# Supplementary material for: Genome-wide profiling of the microRNA-mRNA regulatory network in skeletal muscle with aging
**Source:** Aging (Albany NY). 2014 Jul 12;6(7):524–44. doi: 10.18632/aging.100677
**Supplement:** Supplementary file 1

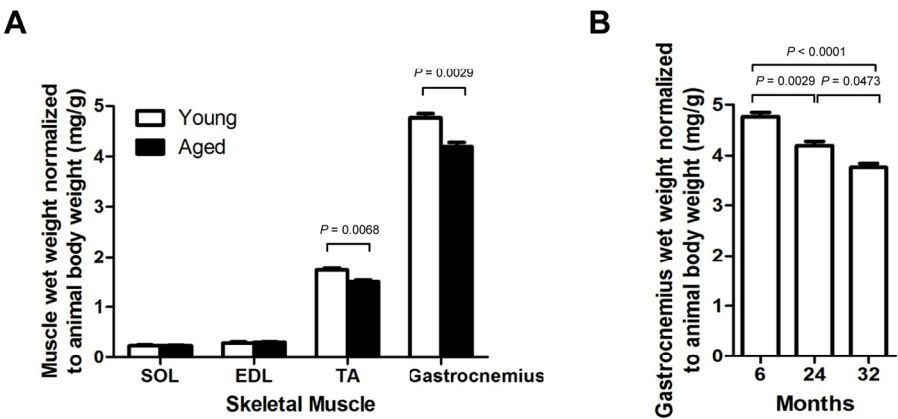

**Figure S1. Muscle mass changes in different anatomical regions with age.** (A) The TA and gastrocnemius muscle showed a significant loss of weight in aged mice (24-month-old) compared to young mice (6-month-old) ( $n = 12$  for each group). Muscle weight was normalized to animal body weight. Soleus, SOL. Extensor digitorum longus, EDL. Tibialis anterior, TA. (B) The mass of the gastrocnemius muscle gradually decreased through 32 months of age.

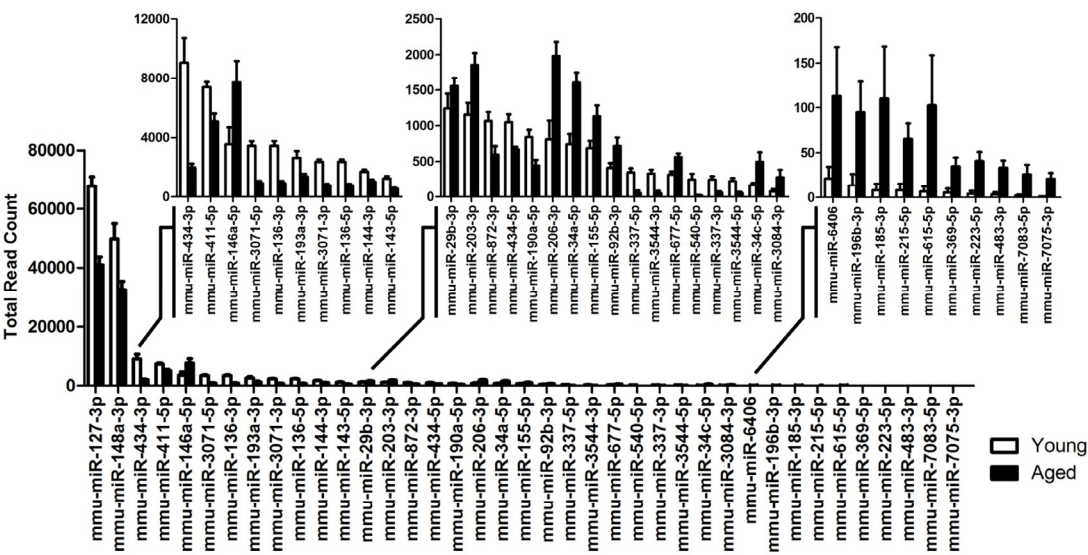

**Figure S2. Total read count for 39 differentially expressed miRNAs with aging in skeletal muscle.** Inset graph shows a magnified value for low read counts. Data are presented as the mean  $\pm$  SEM. White bar; young muscle, black bar; aged muscle.

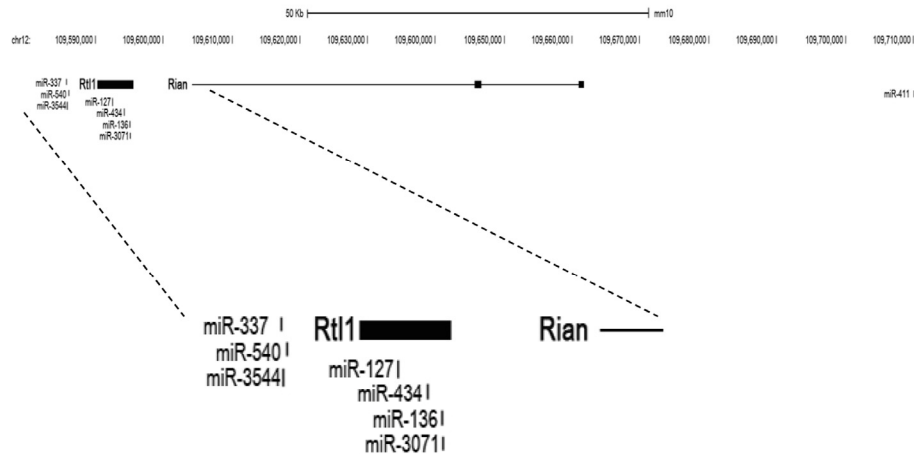

**Figure S3. Eight down-regulated miRNAs located in *Dlk1-Dio3* genomic regions.** Genomic browser image around *Rtl1* and *Rian*. Top, positions of eight down-regulated miRNAs are shown with the chromosomal location marked at the top. Bottom, seven miRNAs are distributed near the *Rtl1* as indicated in the magnified view.

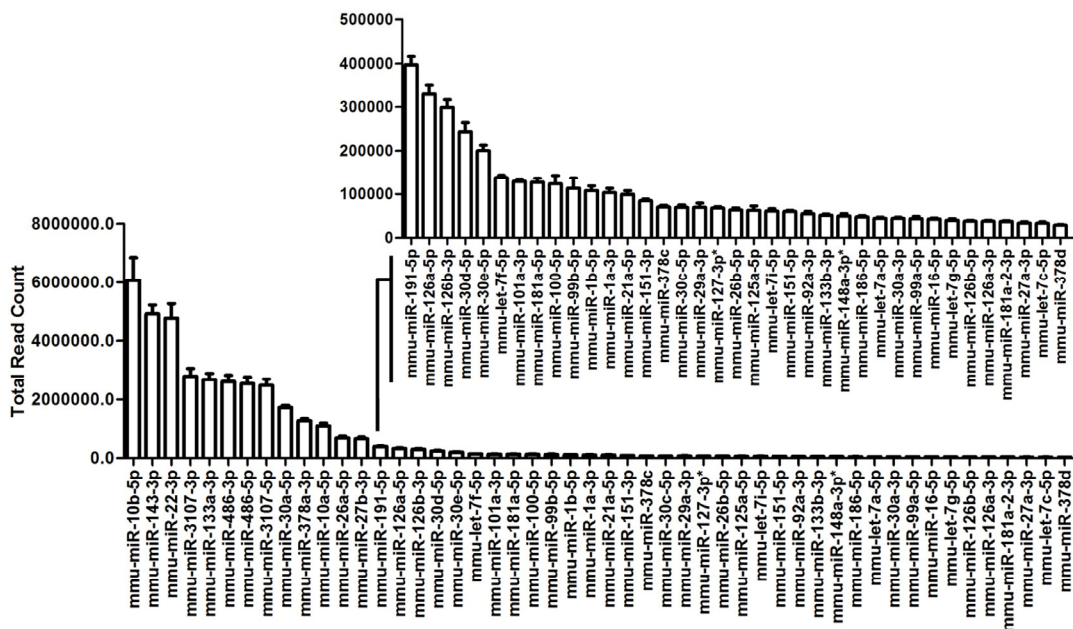

**Figure S4. Fifty most abundant miRNAs identified in skeletal muscle.** Data are presented as the normalized total read counts.

**Table S1. 16 novel miRNAs identified in skeletal muscle.** The following information is presented from left to right: provisional miRNA ID, genomic coordinate and strand (+ or -), mature sequence, miRNA length, genomic location, and mature/star read counts.

| Provisional ID | Genomic location             | Mature sequence         | Length | Location   | Mature read | Star read |
|----------------|------------------------------|-------------------------|--------|------------|-------------|-----------|
| chr7_8267      | chr7:16471899..16471933:+    | ACCGGGUGCUGUAGGCUU      | 18     | Intronic   | 924         | 0         |
| chr13_816      | chr13:84058941..84058983:+   | UGAGAUGAAACACUGUAGCA    | 20     | Exonic     | 22          | 0         |
| chr2_11277     | chr2:166576728..166576783:-  | CCGGGUGCUGUAGGCACU      | 18     | Intronic   | 38          | 0         |
| chr2_5897      | chr2:165234414..165234461:-  | GGCGCGGCGCGGGCUCCG      | 18     | Intronic   | 26          | 0         |
| chr7_7384      | chr7:121040347..121040416:-  | UGAUUGGAAGACACUCUGCAAU  | 22     | Intronic   | 20          | 0         |
| chr11_2952     | chr11:87448818..87448900:+   | GGGAGGGAACGCAGUCUGAGUGG | 23     | Intronic   | 44          | 0         |
| chr10_1092     | chr10:130557384..130557462:  | GAGAGGAACAACUCUGAGUCU   | 21     | Intergenic | 19          | 0         |
| chr12_1908     | chr12:33262824..33262884:+   | UCAGAACAACCUGACCUGCCU   | 21     | Intronic   | 23          | 1         |
| chr3_5770      | chr3:147057717..147057785:-  | CACCAGGAGUGGAGCCUGC     | 19     | Intergenic | 11          | 0         |
| chr4_5989      | chr4:155858806..155858863:+  | UUCAAACCUCUCUGGCUGCC    | 20     | Exonic     | 8           | 0         |
| chr1_524       | chr1:133827269..133827312:-  | UGAGAUGAAGCCCUGUAGG     | 19     | Intergenic | 6           | 0         |
| chr19_14188    | chr19:5840778..5840840:-     | CGGGGUGAUCGGAUGGCCG     | 19     | Intergenic | 2           | 0         |
| chr8_7686      | chr8:21095625..21095687:-    | GAUAAAUGGAGUCACAGACAU   | 21     | Intronic   | 13          | 0         |
| chr11_3878     | chr11:120633334..120633383:- | CGGGGUCUGGGCGGGCGG      | 18     | Intronic   | 1           | 0         |
| chr18_4213     | chr18:34759521..34759596:+   | CCCAUGGAGCUGUAGGAGCCG   | 21     | Intronic   | 16          | 0         |
| chr2_4292      | chr2:28495933..28495984:+    | AUCUCGCUGGGGCCUCCA      | 18     | Intergenic | 57          | 0         |

**Table S2. Functional annotation clustering of enriched GO terms stimulated by down-regulated miRNAs in aged muscle.** The up-regulated genes targeted by down-regulated miRNAs were subjected to gene ontology analysis with DAVID functional annotation clustering. The genes targeted by down-regulated miRNAs represented two clusters with enrichment scores  $\geq 1.3$ . ( )\*; an enrichment score of 0.05 is equivalent to an enrichment score of 1.3 in the minus log scale [1].

| Annotation cluster | Category              | Term                                                                                                    | Count | P-value  |
|--------------------|-----------------------|---------------------------------------------------------------------------------------------------------|-------|----------|
| Cluster 1 (1.5)*   | GO cellular component | GO:0044432~endoplasmic reticulum part                                                                   | 4     | 0.006473 |
|                    |                       | GO:0005783~endoplasmic reticulum                                                                        | 5     | 0.048089 |
| Cluster 2 (1.3)*   | GO biological process | GO:0045941~positive regulation of transcription                                                         | 6     | 0.001521 |
|                    |                       | GO:0010628~positive regulation of gene expression                                                       | 6     | 0.001714 |
|                    |                       | GO:0045935~positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 6     | 0.002081 |
|                    |                       | GO:0051173~positive regulation of nitrogen compound metabolic process                                   | 6     | 0.002382 |
|                    |                       | GO:0010557~positive regulation of macromolecule biosynthetic process                                    | 6     | 0.002462 |
|                    |                       | GO:0031328~positive regulation of cellular biosynthetic process                                         | 6     | 0.002938 |
|                    |                       | GO:0009891~positive regulation of biosynthetic process                                                  | 6     | 0.003054 |
|                    |                       | GO:0045944~positive regulation of transcription from RNA polymerase II promoter                         | 5     | 0.003867 |
|                    |                       | GO:0006357~regulation of transcription from RNA polymerase II promoter                                  | 6     | 0.004703 |
|                    |                       | GO:0010604~positive regulation of macromolecule metabolic process                                       | 6     | 0.005279 |
|                    |                       | GO:0045893~positive regulation of transcription, DNA-dependent                                          | 5     | 0.006577 |
|                    |                       | GO:0051254~positive regulation of RNA metabolic process                                                 | 5     | 0.006744 |
|                    | GO molecular function | GO:0030528~transcription regulator activity                                                             | 7     | 0.011563 |
|                    |                       | GO:0003700~transcription factor activity                                                                | 5     | 0.036412 |

**Table S3. Human homologues for 3 down-regulated miRNAs are related to muscular disease.** This table shows three human homologues for down-regulated miRNAs identified in aged skeletal muscle and their previously reported expression in each muscular disease. The three miRNAs are related to 6 muscular diseases.

| Muscular disease                                   | miRNAs       | Expression   |
|----------------------------------------------------|--------------|--------------|
| Dermatomyositis (DM)                               | hsa-miR-148a | up-regulated |
| Duchenne muscular dystrophy (DMD)                  | hsa-miR-148a | up-regulated |
| Miyoshi myopathy (MM)                              | hsa-miR-148a | up-regulated |
| Limb-girdle muscular dystrophies types 2A (LGMD2A) | hsa-miR-148a | up-regulated |
| Nemaline myopathy (NM)                             | hsa-miR-127  | up-regulated |
| Polymyositis (PM)                                  | hsa-miR-127  | up-regulated |

**Table S4. Human homologues for 5 up-regulated miRNAs are related to muscular disease.** This table shows five human homologues for up-regulated miRNAs identified in aged skeletal muscle and their previously reported expression in each muscular disease. The five miRNAs are related to 10 muscular diseases.

| Muscular disease                                   | miRNAs         | Expression     |
|----------------------------------------------------|----------------|----------------|
| Becker muscular dystrophy (BMD)                    | hsa-miR-146b   | up-regulated   |
| Dermatomyositis (DM)                               | hsa-miR-223    | up-regulated   |
| Duchenne muscular dystrophy (DMD)                  | hsa-miR-369-5p | up-regulated   |
| Facioscapulohumeral muscular dystrophy (FSHD)      | hsa-miR-369-5p | up-regulated   |
| Inclusion body myositis (IBM)                      | hsa-miR-223    | up-regulated   |
| Limb-girdle muscular dystrophies types 2A (LGMD2A) | hsa-miR-223    | up-regulated   |
| Miyoshi myopathy (MM)                              | hsa-miR-223    | up-regulated   |
| Nemaline myopathy (NM)                             | hsa-miR-223    | up-regulated   |
| Polymyositis (PM)                                  | hsa-miR-34a    | up-regulated   |
| Rhabdomyosarcoma (RMS)                             | hsa-miR-29b-2  | down-regulated |

## REFERENCES

1. Huang da W, Sherman BT, Tan Q, Collins JR, Alvord WG, Roayaei J, Stephens R, Baseler MW, Lane HC and Lempicki RA. The DAVID Gene Functional Classification Tool: a novel biological module-centric algorithm to functionally analyze large gene lists. *Genome biology*. 2007; 8:R183.

How the deposited data were processed for this re-analysis (not part of the article)

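The RNA sequencing of gastrocnemius muscle from 5 young (6 months) and 5 aged (24 months) male mice was analysed, with 1 library for each mouse. The small RNA sequencing, the qRT-PCR and the western blots were not analysed here. The authors purified poly-A RNA, mapped paired-end reads to the mouse genome (mm10) with TopHat2 and Bowtie2, computed FPKM, log2-transformed it, and deposited the log2 values of FPKM for each library without pooling replicates. The methods do not name the program that counted the reads. They describe an FPKM for each RefSeq gene, while the deposited values are listed by Ensembl and Vega transcript, and an FPKM under 1 appears as 0. Genome positions are those of GRCm38 (mm10) from the RefSeq annotation, matched by gene symbol, and transcript lengths and GC content were taken from the GENCODE transcript sequences.

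Libraries were assigned to their group by the age and number in their labels, and all 10 columns matched. The same numbers 1 to 5 appear in both groups, although the mice are different. Over the transcripts tested, young and aged libraries with the same number deviated from their groups together, with correlations of 0.131, 0.332, 0.695, 0.390 and 0.208 for numbers 1 to 5 and a mean of 0.351, whereas the other combinations had a mean of -0.04. Of the 120 ways to pair the libraries, 2 had a mean as high, and the mean was 0.265 without number 3. A comparison of same-numbered pairs was therefore reported beside the counts of transcripts, the set scores and the genes that the paper names for its RNA sequencing, and not for the separation of the libraries, the Table 3 lists and most of the other single transcripts. A test on the signs of 5 paired differences cannot give a p under 0.0625.

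Whole reads were recovered from the deposited values. The step between neighboring values gives the depth of each library and the length of each transcript, and at those lengths 40790 of 40794 transcripts above 0 in at least 4 libraries (99.99%) were whole reads in every library. Of the 26460 transcripts above 0 in all libraries, 79.0% had a length found in the reference annotation for the gene. The depths of young libraries 1 to 5 were 20428125, 24274472, 34554354, 22774140 and 19886361 reads, and those of aged libraries 1 to 5 were 21251412, 22606510, 31783514, 26535693 and 20213093 reads. Depths and read numbers are used only to describe the precision of the values, and no test was made on them. With an FPKM of 1 on a transcript of 1 kb standing for 19.9 to 34.6 reads, changes below that level were not detectable.

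The plan, written before the data were examined, was for log2 of FPKM plus 1. The deposited values were already on the log2 scale and were used as deposited. The alternatives with a pseudocount of 0.1 or 0.01 added it to the FPKM, with values listed at 0 taken as an FPKM of 1. For the filters on mean FPKM, values listed at 0 were counted as 0, so a mean of at least 0.1 amounts to a value above 0 in at least 1 library. Each transcript was tested and counted, and a named gene was taken at its transcript with the highest mean over all libraries.

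The criteria of the paper were a difference of group means over 1 on the log2 scale (2-fold), or over the log2 of 7, and an unadjusted p under 0.05 by the 2-sample equal-variance test of its methods, with no filter on low values, since the paper's text names none. limma 3.58.1 (lmFit and eBayes with default settings, R 4.3.3) was fitted to the 38059 transcripts with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment and an adjusted p under 0.05. Separation of the ages was measured by the mean silhouette width and by average-linkage clustering, with 1 minus the Pearson correlation as the distance and each transcript centered on its mean. Sets of genes for 11 terms of the paper's text and Fig. 4B were written by hand before the data were examined. Scores were means of z-scored log2 values over the members above 0, tested by exact permutation over all labellings. Overlaps with the genes past the criteria were tested by one-sided Fisher's exact tests against the 12533 genes above 0 in at least 1 library. Single genes were compared by two-sided exact permutation tests, whose smallest p for 5 libraries against 5 is 0.00794. For Table 3, each listed gene's difference was compared with the log2 cutoff of 0.5, and 10000 random lists matched on mean expression, drawn with a fixed seed, described what lists of that size give. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

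Both methods were tested on simulated data made from the means and spreads of the 38059 transcripts. Each simulated transcript varied independently and normally, unlike isoforms that share reads, so the counts do not measure chance calls in the deposited values. For the criteria of the paper, the changed transcripts had means well above the limit of listing, while for limma they were drawn from all those tested. With no difference between the ages, the criteria of the paper were met by 397 transcripts and limma's adjusted p was under 0.05 for 0. With 200 transcripts changed by 3 on the log2 scale, the criteria found 96.5% of them and 391 others, and with 200 changed by 2, limma found 67% and called 15 that had not been changed. As 5 libraries against 5 can be split in few ways that part all same-numbered pairs, the real split was compared with the 16 splits that do.

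The genes named in the text follow a rule written before the data were examined. They are the genes that the paper names for its RNA sequencing, those over 7-fold higher, those with limma's adjusted p under 0.05, no overlap between the groups and the largest changes, the members of the hand-written sets past the criteria, the 3 genes of each Table 3 list with the largest change in the listed direction and the 3 at the other end, the genes of the Dlk1-Dio3 region, and Xist and Y-linked genes as a check of sex. The genes named for the down direction, for the runs on chromosome 7 and for the marker lists lie outside this rule and were singled out after values were seen. The 7 lists of marker genes used in the closing section were written after the main results were seen and before their scores were computed.

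The alternatives set before the data were examined were the 2 pseudocounts, rescaling by the median of ratios to the geometric mean library, quantile normalization, the same-numbered pairs as a block, each library left out in turn, filters on low values, folds from means of FPKM, the exact permutation test or limma in place of the test of the methods, limma with an intensity trend or with array weights, another distance and other genes for the separation, scores without z-scoring, another background for the overlaps, a fold of 1.5 for Table 3, and the sum over the transcripts of a gene. Added after the data were seen were leaving out both libraries numbered 3, log2 of FPKM plus 1 with listed zeros as 0, a floor at an FPKM of 2, 1 transcript per gene, transcripts above 0 in all libraries, distinct gene symbols in place of transcripts, any transcript of a gene in place of its highest, and Table 3 without its genes in the chromosome 7 regions. Rescaling by the median of ratios moved the median log2 difference of all tested transcripts from 0.03 to -0.01, and quantile normalization moved it to -0.03. DAVID and TargetScan were not run, and apoptosis, metabolic process and response to nutrient levels were not scored. Some results are not reported.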

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

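Within each group of 5 libraries, a library was singled out when its gap to the nearest of the others, divided by the range of the group, was above 0.71. Over 138 groups of values, 23 were singled out where chance alone gives 6.9, and 7 of them concern young library 3 and 8 aged library 3. The measures share transcripts and libraries, so these counts are not independent. The test of transcript length on the libraries numbered 3 and the test of a highly expressed gene beside the runs on chromosome 7 were chosen only after the result was seen, and the runs themselves had been seen before they were tested.

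Young library 3 listed 35024 transcripts above 0, against 38855 to 39743 in the other young libraries, and aged library 3 listed 29878, against 40103 to 43296 in the other aged ones. The median correlation with the other libraries was 0.908 for young library 3, against 0.962 to 0.972, and 0.776 for aged library 3, against 0.933 to 0.970. Young library 3 had a silhouette width of -0.170 against 0.103 to 0.193 in its group, and aged library 3 had a median-of-ratios scaling factor of -0.52 on the log2 scale against 0.07 to 0.22. The score for negative regulation of insulin receptor signaling was -0.812 in young library 3, against -0.228 to -0.158. Aged library 3 was lowest for Eif2s3y-001, at a log2 FPKM of 3.35 against 4.49 to 4.82, and young library 3 was lowest for Ttc19-004, at 2.92 against 3.23 to 3.33. Ccna2-001, Dlk1-009 and Rian-006 were at 0.90, 0.64 and 0.17 in aged library 3 and at 0 in the other aged libraries.

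These 2 libraries deviate from their groups in the same direction, with a correlation of 0.695 across transcripts, and 4 technical explanations were tested. For transcript length, Spearman's rho across transcripts between length and the deviation was -0.0429 in young and 0.132 in aged library 3, and with 1 transcript per gene it was -0.282 and -0.0915, under the limit of 0.3 set for both. For GC content, rho was 0.298 and 0.122. For depth, the correlation across the other 8 libraries of depth with likeness to the shared deviation was r = -0.577 (permutation test, p = 0.133) and rho = -0.190 (permutation test, p = 0.665), and r was -0.242 without the 2 libraries of most extreme depth. The depths of these 8 do not reach those of the libraries numbered 3, so an effect of depth beyond their range is not excluded. For a few genes taking most of the reads, the 10 most read genes held 27.2% and 27.9% of the reads against 20.9% to 26.2% elsewhere, and without those genes and after rescaling the correlation was 0.717. Leaving out a few genes and rescaling each library by 1 factor can hardly change a correlation across transcripts, so this test does not decide. Transcript length and GC content did not reach the limit set for them in both libraries, while the shared deviation cannot be told apart from an effect of depth or of a few genes taking most of the reads. The labels and the paper name no batch, so a batch shared by the libraries numbered 3 was not tested, and the design gives no biological explanation to test.

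Eml2-005 was at 10.68 in young library 3, against 1.94 to 2.65 in the other young libraries, and Six5-001 at 7.55, with the others at 0. Eml2-005 was also singled out in aged library 3, at 0 against 2.60 to 3.06. Eml2 and Six5 lie in 1 of 3 runs of neighboring genes on chromosome 7, with 17 genes in young library 2, 12 in young library 3, which holds both, and 18 in young library 4, each gene having a transcript more than 2.5 log2 units above every other library. If single fragments whose alignment spans a run were counted on each of its genes, the additional reads would be equal from gene to gene whatever the length of the transcript. For transcripts whose length could be recovered, the reads above the other libraries ranged from 19672 to 19937 in young library 2 (56 transcripts, of 307 to 4130 bases), from 19055 to 20251 in young library 3 (28 transcripts, of 274 to 3366 bases) and from 2404 to 2499 in young library 4 (43 transcripts, of 299 to 2766 bases). The largest of the 3 ratios of highest to lowest was 1.06, where a difference of more than 2-fold would have spoken against it. Nkpd1, Apoc4 and Cblc carry the same number of reads as each other in each of the 10 libraries, 20005 of them in young library 2. A candidate explanation is therefore that fragments with an alignment across the whole run were counted on every gene inside it. Whether each run also lies within 100 kb of 1 of the 10 most read genes was tested as well. The runs in young libraries 2 and 4 lie 3519 and 29474 bases from Ckm and Aldoa, but that in young library 3 lies 131 kb from Ckm, so this was not met for each run. The 5 genes between that run and Ckm that have under 500 reads in 8 libraries (Ercc1, Cd3eap, Ppp1r13l, Ercc2 and Klc3) carry 19421 to 19723 reads in young library 3 and 8977 to 9263 in aged library 5. The 3 runs lie in young libraries, but the genes between the run in young library 3 and Ckm show the same pattern in an aged one. No biological explanation was tested.

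The other results concern values close to the limit of listing or single aged libraries. Egr1-201 was at 1.34 in young library 1, on 157 reads, against 0 to 0.21, and Egr1-001 at 0.77 against 0. Igkc-201 was at 1.29 in young library 4, on 18 reads, against 0 to 0.12. Serpinb1a-201 was at 0.38 in young library 1 against 0 to 0.069, on 51 reads, and Dlk1-009 at 0.35 in young library 4 against 0 to 0.027. Since an FPKM under 1 is listed as 0, the range of the other libraries in these groups is narrowed by the listing, which the rule does not allow for. Gm17041-001 was at 0.43 in aged library 5, against 4.77 to 6.02. The scores for phagocytosis and engulfment and for negative regulation of insulin receptor signaling were 1.20 and 0.966 in aged library 4, against -0.199 to 0.0568 and -0.0207 to 0.239. No explanation was tested for the values in this paragraph, technical or biological.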

How the results depend on the processing

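Under the 20 alternatives set before the data were examined, the number of transcripts over 2-fold higher stayed above the number lower in each, from 149 higher and 50 lower with quantile normalization to 297 and 47 without aged library 2, apart from limma's adjusted p with the same fold limit, which left 2 higher, 0 lower and 0 over 7-fold (265 and 44 at limma's unadjusted p under 0.05). With the libraries left out in turn, 152 to 297 transcripts were higher, 12 to 47 lower and 3 to 10 over 7-fold. With same-numbered pairs, 18 were lower, 17 of them among the 35. Folds from means of FPKM gave 20 lower and 8 over 7-fold.

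The other settings were chosen after the data were seen. Without both libraries numbered 3, 206 transcripts were higher, 7 were lower, 6 of them among the 35, and 3 were over 7-fold. With log2 of FPKM plus 1, 3 were over 7-fold, and with values under an FPKM of 2 set to 2, 106 were higher and 3 over 7-fold. With 1 transcript per gene, 106 were higher and 7 lower, and among transcripts above 0 in all libraries, 104 were higher, 23 lower and 2 over 7-fold. Counted as distinct gene symbols, 122 genes were higher and 14 lower. The cause of these changes was not tested, except that counting symbols or 1 transcript per gene removes isoforms of the same gene. The pseudocounts changed little by construction, since values listed at 0 were taken as an FPKM of 1, and the filter at a mean FPKM of 1 removed 1 of the 218.

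limma's adjusted p was under 0.05 for 3 higher and 0 lower transcripts. With array weights, which gave aged library 3 a weight of 0.0499 and young library 3 one of 0.232, 1798 were higher and 80 lower. With same-numbered pairs 0 were higher (2579 at an unadjusted p under 0.05), with rescaling by the median of ratios 0 (847) and with quantile normalization 0 (716). The fits that each left out 1 library gave 0 to 23 higher and 0 lower. Of the settings chosen after the data were seen, leaving out both libraries numbered 3 gave 11 higher, 1 transcript per gene 8, and log2 of FPKM plus 1 gave 5. The cause was not tested.

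The silhouette width on all tested transcripts was -0.0414 on the 500 most variable, and from -0.0309 to 0.0985 over the fits that each left out 1 library, with a single exact p under 0.05 (0.0476, without young library 3). The cause was not tested.

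Of the set scores, the direction was kept under each alternative for 10 sets, while SMAD binding reversed, to -0.0262 with rescaling by the median of ratios, -0.0395 with quantile normalization and -0.036 without z-scoring. Rescaling by the median of ratios left complement activation at 0.715, ISG15-protein conjugation at 0.908, kinase inhibitors at 0.553 and IgE binding at 1.24, no longer past the adjusted threshold (adjusted p = 0.0728 by exact permutation for each), and brought TGF beta signaling, at 0.537, past it. Quantile normalization left complement activation at 0.695, ISG15-protein conjugation at 0.790, insulin receptor signaling at 0.411, kinase inhibitors at 0.527 and IgE binding at 1.23, none of them past it. Without z-scoring, phagocytosis and engulfment at 0.31 and peptidase inhibitors at 0.35 passed it. With same-numbered pairs, complement activation (0.844), ISG15-protein conjugation (1.02), insulin receptor signaling (0.633), kinase inhibitors (0.683) and IgE binding (1.32) had an adjusted exact p of 0.0764, which is the design's limit and not a smaller effect. In the setting of 4 against 4 libraries, with both numbered 3 left out, these sets were at 0.940, 0.928, 0.777, 0.814 and 1.38, no longer past the threshold. As the smallest exact p of that setting is 0.0286 before adjustment over 11 sets, this loss is largely set by the design, and 4 of the 5 differences were larger than with all libraries. Over the fits that each left out 1 library, complement activation ranged from 0.791 to 0.917, ISG15-protein conjugation from 0.948 to 1.16, TGF beta signaling from 0.461 to 0.911, insulin receptor signaling from 0.471 to 0.849, fat cell differentiation from 0.483 to 0.852, kinase inhibitors from 0.621 to 0.771, IgE binding from 1.23 to 1.46 and SMAD binding from -0.118 to 0.526, with losses of the threshold in the first 2, in insulin receptor signaling, in kinase inhibitors and in IgE binding, and gains in TGF beta signaling and fat cell differentiation. The cause was not tested. Of the 165 scores under alternatives set beforehand, 46 lost the threshold, 5 gained it, 7 reversed and the others kept their direction and side.

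Of 33 overlaps of sets with the genes past the criteria, 32 kept their side of the threshold, and ISG15-protein conjugation, with 1 member, had an adjusted p of 0.0538 by Fisher's exact test at limma's unadjusted p. The overlaps counted on any transcript of a gene kept their side in all 11 sets.

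For Table 3, the up-regulated list had 23 to 31 genes past the cutoff over all alternatives, and the down-regulated list had 23 to 34 over those set beforehand, but 18 without both libraries numbered 3. The cause was not tested.

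Of 180 values for single genes under alternatives set beforehand, 5 lost the threshold, 3 gained it, 9 reversed and the others kept their direction and side. The 5 losses are those of Egr1, Apod, Klf4, Klf6 and Rybp with same-numbered pairs, where p cannot pass 0.05. The reversals concern Meg3, which was at 0.034 with rescaling by the median of ratios, 0.016 with quantile normalization and from -0.45 to 0.19 over the fits that each left out 1 library, and Dlk1, from -0.075 to 0.12 over those fits and -0.087 without both libraries numbered 3. Of 12 values without both libraries numbered 3, 9 kept their side, 2 lost it (Egr1 and Klf4) and 1 reversed (Dlk1). The cause was not tested. The listing of values under an FPKM of 1 as 0, whatever the depth, limits Ccna2, Egr2, Nfya, Dlk1, Rian and Rybp, in which a change below that value is not seen.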

Differences from the paper's values

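The paper reports 123 up-regulated genes over 2-fold, and 218 transcripts met its criteria here. The units differ, since the 218 transcripts belong to 122 genes, a number close to the paper's, although counting genes was chosen after seeing the values. Of the 20 alternatives set before the data were examined, 7 came within 1.5 times of the paper's value: rescaling by the median of ratios with 172, quantile normalization with 149, same-numbered pairs with 177, and the fits without young library 1 with 162, without young library 4 with 180, without young library 5 with 152 and without aged library 4 with 154. The other 13 did not and ranged from 2 to 297. Distinct gene symbols (122), 1 transcript per gene (106), a floor at an FPKM of 2 (106) and transcripts above 0 in all libraries (104) came within it too, while log2 of FPKM plus 1 (304) and leaving out both libraries numbered 3 (206) did not, all of them settings chosen after seeing the values.

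The paper reports 13 down-regulated genes, and 35 transcripts met its criteria, 1 of them unnamed and the rest from 14 genes, so the units differ here too. Same-numbered pairs with 18 and the fits without young library 2 with 12, without young library 3 with 19 and without young library 5 with 18 came within 1.5 times of the paper's value, and the other 16 of the 20 alternatives set before the data were examined did not, with 0 to 50. Of the settings chosen after seeing the values, distinct gene symbols gave 14, within that range, and the others gave 7 (without both libraries numbered 3), 7 (1 transcript per gene), 23 (transcripts above 0 in all libraries), 25 (a floor at an FPKM of 2) and 31 (log2 of FPKM plus 1).

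The paper's share of up-regulated genes that rose more than 7-fold is 4%, and 2.29% of the transcripts did here, 5 of 218. The paper counts 5 genes, while the 5 transcripts here belong to 4 genes. The share was within 1.5 times of the paper's with rescaling by the median of ratios (2.91%), quantile normalization (3.36%), same-numbered pairs (2.82%), folds from means of FPKM (3.15%), and without young library 1 (3.70%), young library 3 (3.45%) or aged library 5 (3.47%). The other 13 of the 20 alternatives set before the data were examined were not. Of the settings chosen after seeing the values, 4 of 122 gene symbols, 4 of 106 genes at 1 transcript per gene and 3 of 106 transcripts with a floor at an FPKM of 2 rose more than 7-fold, also within that range, while 3 of 206 transcripts without both libraries numbered 3, 3 of 304 with log2 of FPKM plus 1 and 2 of 104 above 0 in all libraries were not.

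The paper counts 57 down-regulated target genes, and 29 genes of that list were past the cutoff here. Table 3 holds 57 pairs of a miRNA and a gene in that list but 47 different genes, and 32 of the 57 pairs have a gene past the cutoff. None of the 16 alternatives set before the data were examined closed the gap, with 23 to 34 genes. Of the settings chosen after seeing the values, the highest was 35, with any transcript of the gene past the cutoff. For the up-regulated targets the paper counts 37, Table 3 lists 36, and 29 were past the cutoff, within 1.5 times of the paper's value.

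The paper separates young from aged samples in a clustering of its selected genes. On all tested transcripts, the 2 clusters were the 2 libraries numbered 3 and the other 8, and the mean silhouette width of 0.0174 was past an exact p of 0.05 only without young library 3 (0.0985). The paper lists fat cell differentiation among the enriched processes, and 1 of 18 genes of the hand-written set was up-regulated (one-sided Fisher's exact test, adjusted p = 0.142). Its set score had an adjusted p of 0.0698 by exact permutation, and of 0.0437 without young library 3. Phagocytosis and engulfment, TGF beta signaling, peptidase inhibitors and platelet-derived growth factor binding had scores with an adjusted exact p of 0.0655, 0.0679, 0.0624 and 0.0582. The first was at 0.0218 and the third at 0.0499 without z-scoring, TGF beta signaling was at 0.0437 with rescaling by the median of ratios and without aged library 3, and the last was past 0.05 under none of the settings tried. SMAD binding, which the paper names for its down-regulated genes, had a score difference of 0.0450, in the other direction. The overlap with the genes past the criteria, which is closer to the enrichment of the paper than a score, had an adjusted p of 0.0135 for phagocytosis and engulfment, 0.0092 for platelet-derived growth factor binding and 0.0135 for SMAD binding (one-sided Fisher's exact tests). For TGF beta signaling and peptidase inhibitors, the scores alone are given.

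The paper states that Egr2 increased in aged muscle, by RNA sequencing and by qRT-PCR, which was not analysed here. It names Ccna2 and Nfya among its up-regulated targets. In the RNA sequencing, the exact permutation p values of Egr2, Ccna2 and Nfya were 0.167, 1.00 and 0.127. Egr2 had an exact p of 0.0476 without aged library 2 or without aged library 5, and Nfya one of 0.0317 without aged library 3, while no setting tried gave one under 0.05 to Ccna2. Fam134c, Ttc19 and Irak1, which Table 3 lists as down-regulated, were higher by 0.21, 0.10 and 0.07 on the log2 scale at their transcript of highest mean, with an exact p of 0.00794 for Fam134c. No alternative was run for these 3 genes.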

Other observations

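The tests of the immediate early genes in same-numbered pairs and without Egr1 and Klf4, the tests of Egr1 in aged library 5, and the comparison of the share of rises with other splits were chosen only after the result was seen. The lists of marker genes were written after the main results were seen and before their scores were computed.

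The real split into young and aged libraries was compared with the 16 splits, itself included, that part all 5 same-numbered pairs. As many transcripts over 2-fold in either direction as the 218 that were higher were found in 1 of the 16, the real one, and the largest of the others had 121. As many as the 35 that were lower were found in 5 of the 16, and as many as the 5 over 7-fold in 3 of the 16. For limma's adjusted p, 1 of the 16 splits had as many as the 3 higher transcripts and 16 of the 16 had as many as the 0 lower ones. With 16 splits the share cannot fall under 6.25%, so this comparison cannot decide between a difference by age and a random grouping of the pairs for any of these results, including those for which the real split ranked first. Of the 84 other splits drawn from 110, 45 put both libraries numbered 3 in the same group, and 21 of these had at least 218 transcripts, up to 864. In the 39 that kept them apart, the largest count was 102. Splits with both libraries numbered 3 in the same group thus give counts as large as the real one, but the real split keeps them apart.

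Among the transcripts past the criteria, 86.2% were higher in aged muscle, and 5 technical explanations for this imbalance were tested. The share was 82.7% with the libraries rescaled by the median of ratios, 96.7% without both libraries numbered 3 and 81.9% among transcripts above 0 in all libraries, each over the limit of 65% set for it. The median length of the transcripts that rose was 1456 bases, at percentile 81.74 of 10000 random lists matched on mean expression. Of the 242 changed transcripts with a position, 0% lie within 1 Mb of 1 of the 10 most read genes, where 2.45% of the tested transcripts lie, so the runs on chromosome 7 do not contribute. None of the 5 accounts for the imbalance. Of the 16 splits that part all same-numbered pairs, however, 9, the real one included, had as large a share of their changed transcripts in a single direction, the other 8 among fewer transcripts, so the imbalance cannot be told apart from a random grouping of the pairs. Quantile normalization lowered the share to 74.9%.

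For the rise of Igkc, the score of 10 other plasma cell genes was higher in aged muscle by 0.718 (exact permutation test, p = 0.0317, higher in 5 of 5 pairs), which did not pass the adjustment over the 7 marker lists (adjusted p = 0.0926) and was 0.772 with the libraries numbered 3 left out (exact permutation test, p = 0.0857). The score of red blood cell genes differed by 0.456 (exact permutation test, p = 0.476), so blood left in the tissue was not detected as a source. More plasma cells in aged muscle may contribute to the signal of Igkc, as a hypothesis. In aged library 1, which has the highest Igkc, 6 neighboring immunoglobulin kappa variable genes on chromosome 6 from 68036818 to 68271265 were also listed far above the other libraries. Macrophage genes were higher by 1.03 (exact permutation test, p = 0.0397, adjusted p = 0.0926, 14 of 14 genes and 4 of 5 pairs), and fat cell genes by 0.112 (exact permutation test, p = 0.794).

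For the rise of Sln, the score of 9 slow muscle genes differed by 0.752 (exact permutation test, p = 0.198), with a wide spread in both groups, and that of 8 other genes of denervated muscle by 0.536 (exact permutation test, p = 0.0635, higher in 5 of 5 pairs). Neither passed the limit of 0.05 set for it, so neither a larger share of slow muscle nor denervation was shown, and the cause of the rise of Sln remains open.

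The score of 20 immediate early genes was higher in aged muscle by 0.995 (exact permutation test, p = 0.00794, adjusted p over the 7 lists = 0.0556), and it was higher in the aged library of 5 of 5 same-numbered pairs (exact test on signs, p = 0.0625, the smallest possible). Fosb of this list lies in the chromosome 7 region that holds 2 of the runs of genes listed far higher in a single library, and without it the difference was 1.05 (exact permutation test, p = 0.00794). The 18 genes other than Egr1 and Klf4 had a score higher by 0.936 (exact permutation test, p = 0.00794), although the list was written after the main results were seen. A higher immediate early response in aged muscle may lie behind the rise of Egr1 and Klf4, as a hypothesis, but a difference in the handling of the mice between the ages was not tested and cannot be told apart from it. Egr1 itself was low in aged library 5. Of the 19 other genes of the list, 5 were lowest in aged library 5 among the aged libraries, where chance gives 3.8, and 7 when ties at 0 are counted, fewer than the majority set as the limit, so a weaker response of that mouse as a whole was not shown. Aged library 5 listed 40103 transcripts above 0, but the number listed does not measure depth. Its 72 reads on Egr1-201 at a depth of 20213093 reads were 3.26% of those that the rate of aged library 1, with 2323 reads at a depth of 21251412, would give, so a smaller number of reads in the library does not account for the low value.

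In the down-regulated list of Table 3, the 40 genes outside the 2 chromosome 7 regions had a median log2 difference of -0.56, outside the -0.06 to 0.13 that 95% of random lists gave. Since the paper selected the list on the same data, this cannot show whether the list as a whole falls with age. Of the 7 genes within the regions, 0 were past the cutoff of 0.5 when the library with their highest value was left out (differences from -0.36 to 0.28), although leaving out the highest young value makes a fall smaller by construction.

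The paper reports that many of its down-regulated miRNAs lie in the Dlk1-Dio3 region. The mean log2 FPKM of the host transcripts Meg3, Rian and Mirg differed by 0.0048 between aged and young muscle (exact permutation test, p = 0.937). As Mirg was at 0 in all libraries and Rian in all but 1, this value rests on Meg3, which differed by -0.02, and on the single value of Rian, which sets its direction, and it cannot decide on lower transcription of the region. Without both libraries numbered 3 the difference was -0.13, so its direction depends on them. Meg3-006 was at 0.61, 0.60, 1.09, 0.99 and 1.00 in young libraries 1 to 5 and at 1.00, 0.65, 2.55, 0 and 0 in aged libraries 1 to 5, on 131 reads or fewer. Rian-006 was above 0 in aged library 3 alone, and Dlk1-009 in young libraries 3 and 4 and in aged library 3.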
